# Gene coexpression network analysis of fruit transcriptomes uncovers a possible mechanistically distinct class of sugar/acid ratio-associated genes in sweet orange

**DOI:** 10.1186/s12870-017-1138-8

**Published:** 2017-10-30

**Authors:** Liang Qiao, Minghao Cao, Jian Zheng, Yihong Zhao, Zhi-Liang Zheng

**Keywords:** Citrus, Orange, Fruit, Acids, Sugars, Sugar/acid ratio, Transcriptome, Gene networks

## Abstract

**Background:**

The ratio of sugars to organic acids, two of the major metabolites in fleshy fruits, has been considered the most important contributor to fruit sweetness. Although accumulation of sugars and acids have been extensively studied, whether plants evolve a mechanism to maintain, sense or respond to the fruit sugar/acid ratio remains a mystery. In a prior study, we used an integrated systems biology tool to identify a group of 39 acid-associated genes from the fruit transcriptomes in four sweet orange varieties (*Citrus sinensis* L. Osbeck) with varying fruit acidity, Succari (acidless), Bingtang (low acid), and Newhall and Xinhui (normal acid).

**Results:**

We reanalyzed the prior sweet orange fruit transcriptome data, leading to the identification of 72 genes highly correlated with the fruit sugar/acid ratio. The majority of these sugar/acid ratio-related genes are predicted to be involved in regulatory functions such as transport, signaling and transcription or encode enzymes involved in metabolism. Surprisingly, only three of these sugar/acid ratio-correlated genes are weakly correlated with sugar level and none of them overlaps with the acid-associated genes. Weighted Gene Coexpression Network Analysis (WGCNA) has revealed that these genes belong to four modules, Blue, Grey, Brown and Turquoise, with the former two modules being unique to the sugar/acid ratio control.

**Conclusion:**

Our results indicate that orange fruits contain a possible mechanistically distinct class of genes that may potentially be involved in maintaining fruit sugar/acid ratios and/or responding to the cellular sugar/acid ratio status. Therefore, our analysis of orange transcriptomes provides an intriguing insight into the potentially novel genetic or molecular mechanisms controlling the sugar/acid ratio in fruits.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-017-1138-8) contains supplementary material, which is available to authorized users.

## Background

Fleshy fruits contain various sugars and organic acids that are among the most important considerations for improving sensory traits such as taste and flavor. Fruit sweetness is determined by the levels of sugars and acids and their ratio [1–3]. The major sugars in fruits include sucrose, glucose and fructose, and malate and citrate are two major types of organic acids in fruits. Although the genes encoding enzymes involved in sugar or acid metabolism have long been proposed to control fruit sugar or acid levels, the intensive molecular biology studies so far have only led to the demonstration of two acid metabolism-related genes (a specific isoform of aconitase and a malate dehydrogenase) in the control of fruit acidity [4, 5].

To identify additional genes responsible for controlling fruit sweetness, many genetic, molecular and transcriptomic studies have been focused on the transport, storage and degradation of sugars and acids in both climacteric fruits such as tomato [4–9], and non-climacteric fruits such as citrus [10–15]. Recent genetic evidence has revealed important roles of the malate transporter MdMa1 [16], biochemically unknown CmPH gene [17] and the MdMYB transcription factor [18] in controlling apple or melon fruit acidity. Other genetic loci are yet to be cloned, and for many other genes correlated with sugar and/or acid levels, their functions in the control of fruit sweetness remain to be demonstrated by convincing genetic evidence.

Surprisingly, very few studies have examined the sugar/acid ratios. Mathematically, the sugar/acid ratio can be determined by changing the sugar or acid level alone or altering both sugar and acid levels in opposite directions. A recent genetic study showed that antisense suppression of a malate dehydrogenase gene *MDH2* in tomato fruits increased the malate level but also led to a reduction in soluble sugar content [4], thus greatly increasing the sugar/acid ratio. Therefore, even a mild change in sugar and acid levels in opposite directions may lead to a significant alteration of the sugar/acid ratio. Such a tight link between sugar and acid metabolism has led to the argument that the sugar/acid ratio can only be regarded as a subjective parameter to evaluate the consumer’s perception of fruit sweetness rather than a horticultural trait. However, results from a genetic analysis involving a regular melon cultivar and its acidic melon bred line suggest distinct genetic variants controlling sugar content, acid content and the sugar/acid ratios [19]. Therefore, examining the genes or genetic variants correlated with the sugar/acid ratios has a potential to facilitate the identification of additional regulatory genes involved in the control of fruit sweetness.

In this study, we use citrus as a model to reanalyze the fruit transcriptome data recently published from our group [14]. Citrus, representing one of the largest fresh fruit and juice industry in the world, has the potential for use as an economically important tree fruit model organism to study non-climacteric fruit development. Citrus has a relatively small genome size (approximately 367 Mb), and efficient genetic transformation techniques have been developed for various citrus cultivars or varieties [20, 21]. In our prior study, we have identified a total of 39 genes strongly correlated with fruit acidity using the four varieties of sweet orange, ranging from acidless (Succari) to low acid (Bingtang) and normal acid (Newhall and Xinhui), which contain similar acid levels at Stage I (cell division; 45 days post anthesis/DPA) but exhibit differing acidity at Stage II (cell expansion; 142 DPA). Although these varieties were originally designed for the acid-related transcriptomic studies, we have found that they exhibit different sugar/acid ratios. Because there has been no transcriptomic study aiming at the genes specifically involved in the control of fruit sugar/acid ratio, we believe that reanalysis of this data will provide important insights. Towards this, we have identified a total of 72 genes strongly correlated with the sugar/acid ratios, and yet most of them do not correlate with either sugar or acid contents alone. Furthermore, since our first report of using systems biology approach in unraveling the citrus host response to the attack by one of the most constructive disease Huanglongbing [22], the gene coexpression-based approach has been increasingly used by us and other groups to further understand the gene networks involved in Huanglongbing pathogenesis and fruit development or predict gene annotations [14, 23–25]. Therefore, in this study we also use the network approach to analyze the fruit transcriptome data, leading us to conclude that these 72 sugar/acid ratio-related genes belong to four modules of the fruit development gene coexpression network, two of which have no overlap with the sugar- and acid-related network modules. Taken together, our results have uncovered the genes and coexpression modules uniquely associated with the control of sugar/acid ratio in expanding fruits.

## Results

### Analysis of the fruit sugar/acid ratios in four sweet orange varieties with differing fruit acidity

To compare the fruit sugar/acid ratios in the four varieties of sweet orange, Newhall, Xinhui, Bingtang and Succari, we re-analyzed the fruit sugar and acid accumulation data reported previously [14]. At 45 DPA, the four varieties had sugar/acid ratios of 2.3–3.3, but because of similar increase in sugar levels and different acid levels at 142 DPA, they exhibited different sugar/acid ratios at 142 DPA (Fig. 1a). While Xinhui fruits had the same sugar/acid ratio, Newhall showed a slight increase of the ratio from 3.3 to 5.2. However, the low acid variety Bingtang and the acidless variety Succari had much higher sugar/acid ratios at 142 DPA (13.7 and 35.6, respectively). Therefore, it appears that the four varieties exhibit opposite trends for acidity and sugar/acid ratio.

**Fig. 1:**
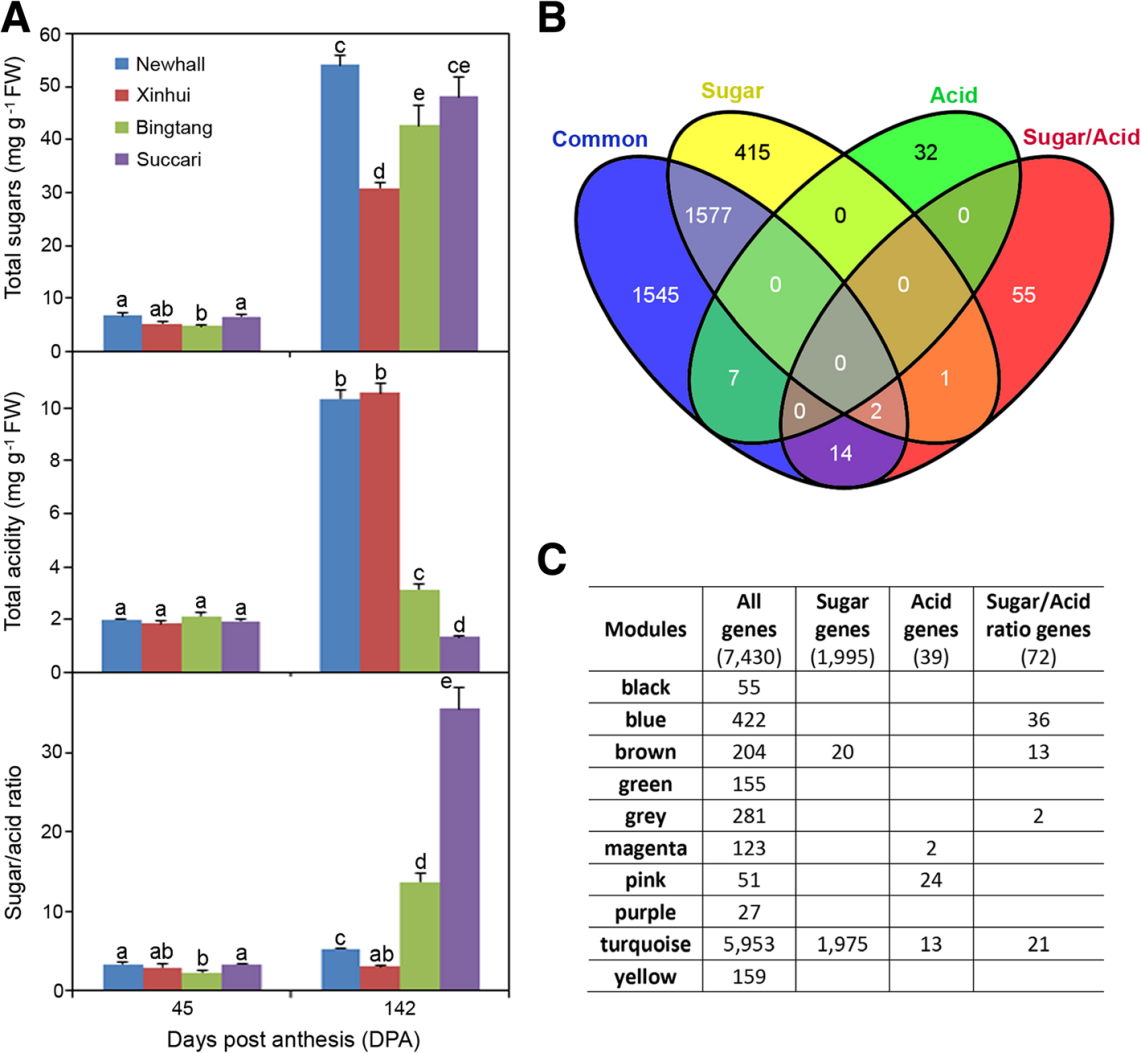
Comparison of sugar/acid ratios in four different sweet orange varieties and of genes and modules associated with sugar, acid and sugar/acid ratios. (**a**) Comparison of sugar and acid levels and sugar/acid ratios in different sweet orange varieties. Sugar and acid levels were adapted from a prior manuscript [14], and the sugar/acid ratios were calculated using the sugar and acid levels in each fruit for each variety. Values are means and SE of three fruits. Different letters above the column indicates a significant difference (*p* < 0.05). (**b**) Venn diagram of overlapping genes correlated with sugar and acid levels and sugar/acid ratios. “Common” refers to the genes commonly regulated from 45 to 142 DPA in all varieties. (**c**) Comparison of the number of genes associated with sugar, acid and sugar/acid ratio in each of the gene co-expression modules derived from WGCNA

### Identification and analysis of genes correlated with the sugar/acid ratio

To identify the candidate genes that are strongly correlated with the fruit sugar/acid ratio in sweet orange fruits, we performed a correlation study between sugar/acid ratio and expression level of 7430 genes which are differentially expressed between 45 and 142 DPA in any of the four varieties reported previously [14]. As a result, we identified a total of 72 genes which showed strong correlations with sugar/acid ratio, with Pcc > = 0.80 or <= −0.80 and a minimal false discovery rate (FDR) of 3.5E-04 (Table 1). 

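Read counts were analysed for 24 RNA-seq libraries of fruits, 3 biological replicates of each of the 4 varieties at 45 and 142 days post anthesis (DPA). Newhall and Xinhui bear fruits of normal acidity, Bingtang fruits are low in acid and Succari fruits are acidless. For each of 24166 genes the authors deposited a count of reads under a sweet orange gene ID, and the gene names used here are those of the Arabidopsis homologs in Table 1. The libraries held 3.8e+06 to 5.9e+06 counted reads, with group medians from 4.8e+06 in Bingtang at 142 DPA to 5.5e+06 in Xinhui and Succari at 142 DPA. Expression is given as counts scaled to a common library total (CPM), as mean ± SD of 3 replicates. Groups were compared with edgeR's quasi-likelihood test over the 20739 genes that reached 0.3 CPM in at least 3 libraries, and a difference was called at an adjusted p under 0.05 and at least 2-fold. The test pools the spread of a gene over the 8 groups. Where the replicates of 1 group lie far apart, its SE and p do not measure the spread within that group. Each library was given the mean sugar level, acid level or ratio of its variety and stage, from the paper's text where stated and otherwise from Fig. 1a. Pcc (r) was computed over the 24 libraries on log2(CPM + 0.1), and its two-sided p comes from an exact permutation test over all assignments of the 8 trait values to the 8 groups.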

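Fruits of the 4 varieties changed the expression of similar numbers of genes from 45 to 142 DPA. In Newhall 3460 genes rose and 3946 fell, in Xinhui 3176 rose and 4117 fell, in Bingtang 3607 rose and 4240 fell, and in Succari 3767 rose and 3599 fell (edgeR's quasi-likelihood test). Altogether 11574 genes changed in at least 1 variety. Cs9g16640, without a name in the tables used here, rose in Newhall from 0 to 688 ± 220 CPM (n = 3) and in Xinhui from 0.316 ± 0.234 to 450 ± 62.5 CPM. Cs7g11940 fell to 0 CPM in both Xinhui, from 133 ± 3.92 CPM, and Bingtang, from 99.6 ± 8.96 CPM. Newhall and Xinhui shared 2267 genes that rose, against 529.9 for independent lists, and these 2 groups of libraries have none in common. Leaving out any single library gave 11377 to 11723 genes changed in at least 1 variety.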

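At 142 DPA, 61 of the 72 genes of Table 1 were higher in Succari, the variety with the highest sugar/acid ratio, than in the mean of the other 3 varieties, and 7 were lower (edgeR's quasi-likelihood test). At 45 DPA, when the ratios lie close together, Succari differed in 3 of the 72 genes, higher in 1 and lower in 2. The change from 45 to 142 DPA itself differed between Succari and the other varieties in 21 genes that rose more and 6 that fell more, or 26 and 6 when adjusted over the list alone. Of 23 listed genes without reads in a whole group, 19 had an SE of at least 5 in this contrast, and limma called more genes. The study chose these genes on the same samples, so counts over the list alone are not independent evidence. All 72 genes kept the sign of their correlation with the ratio, with a median |r| of 0.80 (0.615 to 0.935), and 36 of them reached 0.80. By the exact permutation test, 58 of the 72 had a p under 0.05, or 49 when adjusted over the list alone, whereas over all 11574 genes tested the smallest adjusted p was 0.211. Among those 11574 genes, 72 were positively and 18 negatively correlated at 0.80 or beyond, 67 of these 90 with a p under 0.05, and 36 of the 90 are in Table 1. The count moved with single libraries at 142 DPA: it was 30 without Succari replicate 1, 25 without replicate 2 and 179 without replicate 3, and 139 and 140 without Xinhui 142 DPA replicate 1 or 3. Of the genes in Table 1, 13 reached 0.80 without Succari 142 DPA replicate 1, and likewise 13 without replicate 2.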

Among those 72 genes, only 10 (14%) are negatively correlated with sugar/acid ratio, while all others have positive correlations. 

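The negatively correlated genes were lower in Succari fruits at 142 DPA, most of them by a modest factor. Cs6g16160, of unknown function, had 261 ± 15.0 CPM in Newhall, 113 ± 21.8 in Xinhui, 30.6 ± 16.7 in Bingtang and 4.06 ± 2.69 in Succari (n = 3), lowest in Bingtang and Succari, the varieties with the highest ratios. In the paper's RNA-seq values, Succari was already lowest at the earlier stage, when the ratios lie close together, and Bingtang was then level with Newhall and Xinhui. A lower level in Succari thus came before the ratios moved apart. At 142 DPA the log2 fold change of Cs6g16160 between Succari and the other varieties was -4.56 (SE 0.308, adjusted p = 1.51e-09 from edgeR's quasi-likelihood test), with r = -0.911 (exact permutation p = 0.0158) and rho = -0.471 (exact p = 0.209). Without the Succari libraries at 142 DPA its r was -0.648. Cs5g24670, Cs8g06880, Cs7g25170, KCS6, Cs8g18390 and MGL were also lower, with log2 fold changes of -2.92 to -1.06. The other 4 of the 11 genes with a negative r stayed under 2-fold: APS1 (-0.99), Cs2g07220 (-0.75), EMB2296 (-0.71) and TTG2 (-0.66), each with an adjusted p of 1.58e-05 or less.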

The three genes with the strongest correlation (Pcc = 0.90 or 0.91) are Cs1g14800 encoding a Leucine-rich repeat (LRR) receptor-like serine/threonine protein kinase, Cs1g03610 predicted to encode a malate dehydrogenase and Cs7g06285 with no Arabidopsis homolog revealed. 

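The receptor-like kinase gene Cs1g14800 was almost confined to Succari fruits at 142 DPA. It had 7.09 ± 2.21 CPM (n = 3) there against at most 0.210 ± 0.217 CPM in the other varieties at that stage. Its 53.7-fold difference rests on 6 reads in the other varieties at 142 DPA, so the size is not resolved. Receptor-like kinases carry signals from the cell surface. Its log2 fold change was 5.64 (SE 0.492, adjusted p = 3.8e-07 from edgeR's quasi-likelihood test), and it correlated with the ratio at r = 0.925 (exact permutation p = 0.00298) and rho = 0.663 (exact p = 0.0104). Cs1g03610, the malate dehydrogenase homolog, had r = 0.823 (exact p = 0.024) and rho = 0.552 (exact p = 0.0114). Cs7g06285 had r = 0.737 (exact p = 0.00813) and rho = 0.739 (exact p = 0.0361), and it was 5.77-fold higher in Succari at 142 DPA (log2 fold change 2.68, SE 0.214, adjusted p = 5.35e-08), at 17.1 ± 1.43 CPM against 1.55 to 4.65 CPM. These p-values of r became 0.0119, 0.036 and 0.0214 when adjusted over the list alone, which the study chose on these samples, so they are not independent evidence. Without the 3 Succari libraries at 142 DPA r fell to 0.441 for Cs1g14800, 0.208 for Cs1g03610 and 0.584 for Cs7g06285.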

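5 of the 6 genes measured by qPCR varied together with the read counts over the 8 groups of fruits. Over the 8 group means of CPM, r with the qPCR values of Table 2 was 0.998 for Cs1g03610 (malate dehydrogenase), 0.996 for Cs5g03630 (remorin-like), 0.995 for Cs5g20010 (hyoscyamine 6-dioxygenase), 0.943 for Cs5g24670 (lipid transfer) and 1.00 for Cs7g32260 (HSP18.2). The exact permutation p-values over all pairings were 0.00372, 4.96e-05, 4.96e-05, 0.00387 and 0.000645, and rho was 0.756, 0.976, 0.994, 0.602 and 0.97 (exact p = 0.0357, 0.000397, 9.92e-05, 0.124 and 0.000595). For Cs6g16160 the qPCR values printed in Table 2 equal the 8 RNA-seq values printed for Cs5g03630, so no qPCR comparison could be made for this gene. Adjusted over these 6 tests, p was 0.00464 or less for the 5 genes. One group, Succari at 142 DPA, lies far from the rest, and without it r was 0.778, 0.909, 0.995, 0.906 and 0.957 for the 5 genes. HSP18.2 was uneven among the 3 Succari libraries at 142 DPA, with 239.6, 94.7 and 12.1 CPM, and its fold was 21.1 over the other varieties, or 9.75 without Succari 142 DPA replicate 1 (log2 fold change 4.44, SE 0.433, adjusted p = 1.12e-07 from edgeR). The remorin-like gene was even, with 11.3, 13.4 and 11.6 CPM.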

Results of qPCR-based expression for six genes showed that gene expression levels measured by qPCR and RNA seq are highly correlated, with Pcc ranging from 0.93 to 0.99 and *p*-values of <0.001 (Table 2). This indicates that our RNA sequencing data is reliable for use in analysis of genes involved in the control of sugar/acid ratio.

**Table 1:** A list of genes strongly correlated with the sugar/acid ratio in orange fruits

CsGID	Pcc	FDR	Module	AtGID	Arabidopsis gene description
Transport (9)					
Cs1g13320	0.87	1.3E-05	turquoise	At1g15460	BOR4, Requires High Boron 4
Cs1g25820	0.87	1.4E-05	blue	At5g66110	HIPP27, heavy metal associated isoprenylated plant protein 27
Cs2g06990	0.89	8.7E-06	blue	At4g05120	FUR1, FUDR Resistant 1
Cs4g20090	0.89	6.7E-06	brown	At4g32650	KAT3, potassium channel in *Arabidopsis thaliana* 3
Cs5g17210	0.81	2.1E-04	blue	At1g17810	Beta-TIP, beta-tonoplast intrinsic protein
Cs5g24670	−0.87	1.4E-05	blue	At5g48490	Putative lipid transfer/seed storage protein
Cs5g31010	0.83	1.5E-04	blue	At3g22600	Non-specific lipid-transfer/seed storage protein
Cs9g18100	0.80	3.2E-04	turquoise	At5g53130	CNGC1, cyclic nucleotide gated channel 1
orange1.1 t01769	0.82	1.7E-04	blue	At3g62150	ABCB21, ATP-binding cassette B21
Signaling (6)					
Cs1g01170	0.86	3.0E-05	blue	At4g23160	CRK8, cysteine-rich RLK (RECEPTOR-like protein kinase) 8
Cs1g14800	0.90	5.0E-06	blue	At3g47570	probable LRR receptor-like serine/threonine protein kinase
Cs2g02680	0.88	8.7E-06	brown	At3g21630	CERK1, chitin elicitor receptor kinase 1
Cs3g07510	0.80	3.2E-04	blue	At1g03430	AHP5, histidine-containing phosphotransfer factor 5
Cs6g02710	0.81	2.3E-04	turquoise	At1g16120	WAKL1, wall associated kinase-like 1
Cs6g05010	0.80	3.5E-04	blue	At3g47570	probable LRR receptorlike serine/threonineprotein kinase
Transcription (7)					
Cs3g01830	0.86	3.0E-05	brown	At3g54460	F-box family protein
Cs5g03630	0.83	1.4E-04	brown	At5g23750	remorin like
Cs6g03950	−0.80	3.2E-04	turquoise	At2g37260	TTG2, Transparent testa Glabra 2, WRKY
Cs7g27620	0.85	4.1E-05	brown	At1g07900	LBD1, LOB domain-containing protein 1
Cs9g08500	0.80	3.2E-04	turquoise	At5g43630	TZP, tandem zinc knuckle protein
orange1.1 t00185	0.83	1.2E-04	blue	At4g00050	UNE10, unfertilized embryo sac 10, bHLH
orange1.1 t00294	0.80	3.2E-04	brown	At4g16110	RR2/ARR2, response regulator 2
Protein degradation (3)					
Cs8g05200	0.80	3.2E-04	blue	At1g47128	RD21A, responsive to dehydration 21A
orange1.1 t00281	0.88	8.7E-06	brown	At4g00230	XSP1, xylem serine peptidase 1
orange1.1 t02370	0.83	1.2E-04	blue	At2g31980	CYS2, Phytocystatin 2
Development (2)					
Cs4g15700	0.80	3.0E-04	turquoise	At4g29860	EMB2757, Embryo Deffective 2757
orange1.1 t02243	0.83	1.4E-04	blue	At5g06760	LEA4–5, Late Embryogenesis Abundant 4–5
Stress response (4)					
Cs5g18450	0.82	1.7E-04	turquoise	At5g17680	Leucine rich repeat-containing protein
Cs5g19950	0.85	4.3E-05	turquoise	At5g17680	TMV resistance protein N-like
Cs7g32260	0.80	3.5E-04	turquoise	At5g59720	HSP18.2, heat shock protein 18.2
orange1.1 t01829	0.84	7.8E-05	turquoise	At5g17680	TMV resistance protein N-like
Metabolism (20)					
Cs1g03610	0.91	4.9E-06	blue	At5g43330	c-NAD-MDH2, cytosolic-NAD-dependent malate dehydrogenase 2
Cs1g10530	0.81	2.3E-04	turquoise	At2g18950	HPT1, homogentisate phytyltransferase 1
Cs1g25210	−0.84	9.1E-05	brown	At2g18020	EMB2296, embryo defective 2296, ribosomal protein
Cs2g27550	0.80	3.2E-04	blue	At3g01570	Oleosin family protein
Cs3g12560	0.81	2.7E-04	blue	At1g54740	ribosomal protein
Cs3g24700	0.81	2.3E-04	brown	At5g42740	PGI, glucose-6-phosphate isomerase, cytosolic 1
Cs4g14130	0.81	2.3E-04	blue	At2g45550	CYP76C4, cytochrome P450, family 76, subfamily C, polypeptide 4
Cs5g18850	0.82	1.5E-04	blue	At1g71250	GDSL-motif esterase/acyltransferase/lipase
Cs5g20010	0.83	1.2E-04	turquoise	At1g35190	Hyoscyamine 6-dioxygenase
Cs7g13310	−0.83	1.2E-04	turquoise	At1g68530	KCS6, 3-ketoacyl-CoA synthase 6
Cs7g30920	0.81	2.2E-04	blue	At2g40170	GEA6/Em6, Late embryogenesis abundant 6
Cs7g31620	0.80	3.0E-04	blue	At2g38080	IRX12, Irregular Xylem 12
Cs8g06880	−0.84	1.1E-04	grey	At4g36750	Minor allergen Alt a, lipid metabolism
Cs9g06700	0.86	3.0E-05	brown	At1g31690	Copper amine oxidase family protein
Cs9g07750	−0.89	7.0E-06	brown	At3g22890	APS1, ATP sulfurylase 1
Cs9g13750	0.81	2.3E-04	blue	At5g07475	Cupredoxin superfamily protein; copper ion binding
Cs9g17670	0.81	2.3E-04	grey	At4g23420	short chain dehydrogenase/reductase (SDR)
orange1.1 t00612	0.82	2.0E-04	turquoise	At5g66460	MAN7, endo-beta-mannase 7
orange1.1 t02858	0.81	2.7E-04	blue	At1g79640	serine/threonine protein kinase, putative
orange1.1 t03587	0.83	1.2E-04	turquoise	At1g17020	SRG1, senescence-related gene 1
Unknown function (11)					
Cs1g20290	0.80	3.0E-04	blue		
Cs1g20300	0.80	3.2E-04	blue		
Cs1g23800	0.80	3.2E-04	blue	At2g18540	vicilin GC72A like, cupin
Cs1g24590	0.81	2.3E-04	blue		
Cs2g06500	−0.82	2.0E-04	turquoise	At1g11090	MGL, Monoglyceride lipase
Cs2g07220	−0.88	1.2E-05	blue	At3g13160	pentatricopeptide repeat-containing protein
Cs2g20110	0.88	8.7E-06	blue		
Cs3g17860	0.81	2.1E-04	brown		queuine tRNA ribosyltransferase like
Cs5g05940	0.80	3.2E-04	blue		
Cs5g06080	0.88	9.3E-06	turquoise	At5g50170	C2 and GRAM domain-containing protein
Cs5g20400	0.81	2.2E-04	turquoise		
Cs5g23250	0.81	2.1E-04	turquoise	At5g67550	
Cs6g16160	−0.89	7.0E-06	blue	At4g24380	hypothetical protein SORBIDRAFT_02g043510
Cs7g06285	0.90	4.9E-06	brown		
Cs7g23240	0.86	2.9E-05	blue	At5g04830	hypothetical protein ARALYDRAFT_487267
Cs7g25170	−0.82	1.5E-04	turquoise		
Cs7g30380	0.83	1.5E-04	blue	At2g40390	
Cs8g10300	0.84	1.1E-04	blue		
Cs8g18390	−0.80	3.0E-04	turquoise		
Cs8g19210	0.82	2.0E-04	blue		
orange1.1 t01135	0.84	7.8E-05	blue		hypothetical protein ARALYDRAFT_487267

A total of 72 citrus genes are highly correlated with the sugar/acid ratios in orange fruits of four varieties, with a Pearson correlation coefficient (Pcc) of above 0.80 or below −0.80 and an adjusted *p*-value (FDR, false discovery rate) of larger than 1.0E-04. CsGID, Cs gene ID. The number of genes for individual biological process is indicated in parenthesis and the module to which the genes belong is inidcated. The most closely related homologs of Arabidopsis gene for each citrus gene is presented as AtGID (At gene ID), with Arabidopsis gene description shown. Absence of AtGID indicates no Arabidopsis homolog for CsGID identified

**Table 2:** Pearson correlation analysis of sugar/acid ratio-related gene expression levels detected by RNA sequencing and qPCR

Genes	Methods	45 DPA				142 DPA				Pcc	*p*-value
		Newhall	Xinhui	Bingtang	Succari	Newhall	Xinhui	Bingtang	Succari		
Cs1g03610 (malate dehydrogenase)	RNAseq	0.4	0.4	0.3	0.6	0.6	0.4	0.6	3.8	0.99	1.3E-08
	qPCR	1.0	1.4	0.8	1.6	1.3	1.4	1.4	10.3		
Cs5g03630 (remorin like)	RNAseq	0.8	1.3	0.5	1.3	1.8	1.8	1.3	7.1	0.99	1.6E-07
	qPCR	1.0	1.3	0.8	1.4	2.3	2.6	2.2	11.2		
Cs5g20010 (Hyoscyamine 6dioxygenase)	RNAseq	0.3	0.2	0.1	0.1	0.8	0.3	1.5	2.0	0.99	3.1E-07
	qPCR	1.0	0.8	0.6	0.4	4.2	1.0	7.8	11.8		
Cs5g24670 (lipid transfer)	RNAseq	47.2	45.9	58.2	93.3	39.4	42.8	25.5	4.6	0.93	7.1E-04
	qPCR	1.0	1.0	1.0	2.1	1.2	1.2	0.6	0.2		
Cs6g16160 (unknown)	RNAseq	78.3	76.9	73.4	29.8	148.0	63.9	17.3	2.3	0.97	4.6E-05
	qPCR	0.8	1.3	0.5	1.3	1.8	1.8	1.3	7.1		
Cs7g32260 (HSP18.2)	RNAseq	0.4	0.4	0.4	0.1	5.3	5.7	4.5	109.3	0.99	6.5E-11
	qPCR	1.0	0.8	0.6	0.6	32.9	24.0	16.9	776.8		

Expression levels for six genes which were determined to be differentially regulated between different varieties by RNA sequencing (RNA seq) were validated by using quantitative PCR (qPCR) analysis. Values are the means of RNA seq data (RPKM) or qPCR data (with the value for Newhall at 45 DPA set as 1 after normalization to the *Actin* control) from three biological replicates. DPA, days post anthesis; Pcc, Pearson correlation coefficient

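Genes of every functional category in Table 1 were higher in Succari fruits at 142 DPA than in the other 3 varieties, and the size of the difference varied more than its direction. The study chose these genes on the same samples by r with a ratio that is highest in this group. Their direction was thus largely set by that choice. Of the genes of unknown function 16 were higher and 4 lower, and of the metabolism genes 16 were higher and 2 lower (edgeR's quasi-likelihood test). Among regulatory genes, 8 of the transport category were higher and 1 lower, and all 6 of signaling, 6 of transcription, 4 of stress response, 3 of protein degradation and 2 of development were higher with none lower. The median fold of the higher genes was 34.2 for unknown function, 30.9 for protein degradation, 21.7 for development, 7.08 for metabolism, 6.92 for signaling, 5.03 for transport, 4.33 for transcription and 2.92 for stress response. One fold, that of Cs1g20300 among the genes of unknown function, is a lower bound of 49.0 because the 9 other libraries at 142 DPA held no read of it. In 60 of the 72 genes all 3 Succari libraries lay beyond all 9 other libraries at 142 DPA. The 3 libraries themselves lay apart: from the highest to the lowest, the median gene spanned 10.5-fold in development, 7.37-fold in unknown function, 5.5-fold in metabolism, 4.55-fold in protein degradation, 2.2-fold in transport, 1.77-fold in stress response, 1.75-fold in signaling and 1.62-fold in transcription.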

Gene ontology (GO) analysis and Arabidopsis gene homolog prediction result showed that 11 of 72 sugar/acid ratio-correlated genes have unknown functions, 20 likely function in metabolism, and the remaining 41 genes are involved in regulatory functions including transport, signaling, transcription, degradation, stress response and development (Table 1).

The 20 genes in the metabolism GO category encode a wide array of enzymes involved in various aspects of metabolism, including secondary metabolism (Cs5g20010/ hyoscyamine 6-dioxygenase, Cs7g13310/KCS6, Cs7g31620/IRX12 and orange1.1 t03587/SRG1), lipid metabolism (Cs2g27550 and Cs8g06880), protein synthesis (Cs1g25210/EMB2296, and Cs3g12560, both being ribosomal proteins), primary carbon metabolism (Cs3g24700/PGI, and Cs1g03610/MDH2), and sulfate metabolism (Cs9g07750/APS1). 

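Metabolic genes with the largest differences in Succari fruits at 142 DPA were those of seed storage and protection. The oleosin gene Cs2g27550, whose homologs coat the oil bodies of seeds, was 798-fold higher than in the other varieties. Its log2 fold change was 10.29 (SE 0.822, adjusted p = 1.04e-08 from edgeR's quasi-likelihood test), with the spread pooled over all 8 groups and not that within Succari. Its reads came from 2 of the 3 replicates, with 1774, 1920 and 8.4 CPM, and a mean of 1.55 CPM in the other 9 libraries at that stage, of which Xinhui 142 DPA replicate 3 had 8.33 CPM, level with Succari replicate 3; without that Xinhui library the fold was 1770. GEA6/Em6 was 992-fold higher (579 without Succari 142 DPA replicate 1, 2020 without Xinhui 142 DPA replicate 3), and the next were Cs3g12560, a ribosomal protein gene at 35.2-fold (4.93, SE 0.657, adjusted p = 2.72e-05) with 7.16, 5.68 and 0.747 CPM, and IRX12 at 23.0-fold (4.83, SE 0.616, adjusted p = 3.4e-05; 11.7-fold without Succari 142 DPA replicate 1). IRX12, a laccase of lignin formation, likewise had 60.2, 27.7 and 3.36 CPM in the 3 Succari replicates. Cs3g12560 had only 6 reads in the other varieties at 142 DPA, so the size of its fold is not resolved. Among 16 metabolism genes that were higher, 9 spanned at least 4-fold between the Succari replicates and 5 lay within 2-fold. The lowered metabolism genes were Cs8g06880, at 0.600 ± 0.374 CPM in Succari against 1.82 to 5.43 CPM (log2 fold change -2.52, adjusted p = 4.66e-05), and KCS6, an enzyme of wax synthesis, at 14.7 ± 1.03 against 24.9 to 50.3 CPM (log2 fold change -1.32, SE 0.181, adjusted p = 7.55e-06).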

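In fruits at 142 DPA, Cs3g24700 and Cs1g03610 were both higher in Succari than in every other variety, and both were even between replicates. Cs3g24700, the homolog of the glycolytic enzyme glucose-6-phosphate isomerase, had 205 ± 39.6 CPM in Succari, 92.9 ± 21.8 in Newhall, 73.8 ± 5.59 in Xinhui and 57.0 ± 4.98 in Bingtang (n = 3). Its log2 fold change between Succari and the other 3 varieties was 1.50 (SE 0.113, adjusted p = 6.41e-09 from edgeR's quasi-likelihood test). Bingtang, with the second highest ratio, had the lowest mean of this gene at 142 DPA. Cs1g03610, the homolog of a cytosolic enzyme that interconverts malate and oxaloacetate, had 9.71 ± 2.83 CPM in Succari, 1.41 ± 0.861 in Bingtang, 1.48 ± 0.603 in Newhall and 1.12 ± 0.681 in Xinhui. Its log2 fold change was 2.87 (SE 0.296, adjusted p = 2.4e-07), and its 3 Succari libraries had 6.99, 12.6 and 9.52 CPM. Cs3g24700 correlated with the ratio at r = 0.821 (exact permutation p = 0.0384, or 0.0532 adjusted over the list alone) and rho = 0.432 (exact p = 0.266), and without the Succari libraries at 142 DPA its r was 0.167. For neither gene did Bingtang exceed both normal acid varieties by more than the spread between replicates.

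**Figure D1:**
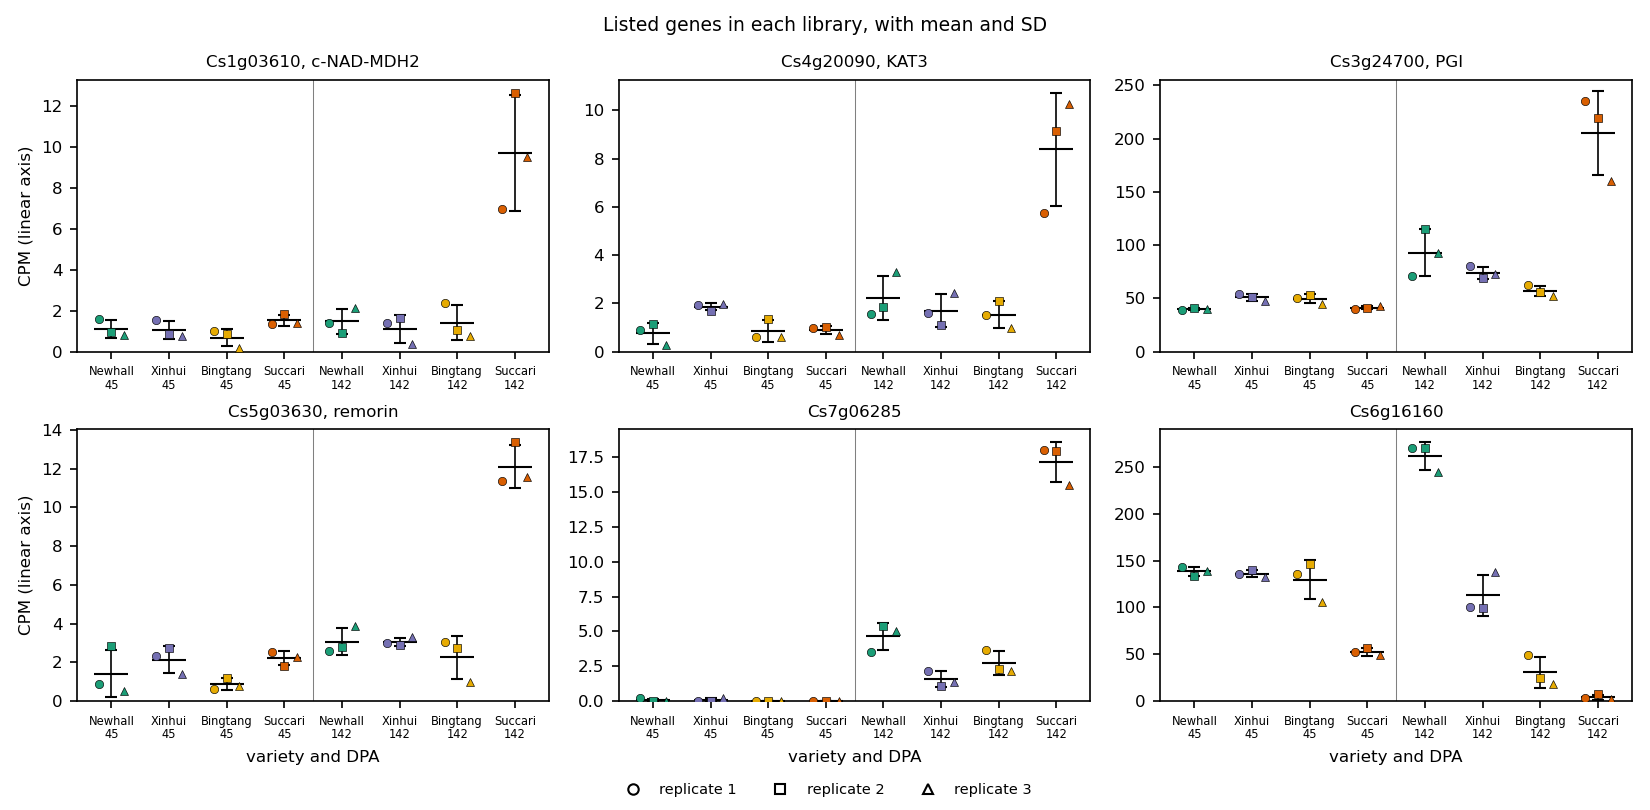
Expression of 6 genes in CPM (vertical axes, linear) in the 8 groups of variety and stage (horizontal axes); points are the 3 replicates, with the mean and SD. Cs1g03610 stands at 9.71 CPM and Cs3g24700 at 205 CPM in Succari at 142 DPA, and Cs6g16160 goes the other way, at 4.06 CPM.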

Of particular note, Cs3g24700 is orthologous to At5g42740-encoded cytosolic glucose-6-phosphate isomerase (PGI) involved in glycolysis [26], and Cs1g03610, the most strongly sugar/acid ratio-correlated gene, is most closely related to the Arabidopsis cytosolic-NAD-dependent malate dehydrogenase (c-NAD-MDH2), raising the possible involvement of malate metabolism and glycolysis in the fruit sugar/acid ratio control. 

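Succari fruits at 142 DPA had the lowest expression of Cs9g07750, the homolog of ATP sulfurylase APS1, which activates sulfate. It stood at 226 ± 23.7 CPM in Succari, 396 ± 58.6 in Bingtang, 391 ± 63.5 in Newhall and 579 ± 52.3 in Xinhui (n = 3). The log2 fold change of -0.99 (SE 0.109, adjusted p = 6.15e-07 from edgeR's quasi-likelihood test) stayed just under the 2-fold limit. Its r with the ratio was -0.899 (exact permutation p = 0.00427, or 0.0154 adjusted over the list alone) and rho was -0.758 (exact p = 0.0176). Without the Succari libraries at 142 DPA r was -0.705, larger in size than that of Cs3g24700. Bingtang was level with Newhall at 142 DPA, although its ratio is higher. In the paper's values this gene also had r = -0.801 with sugar, which rose in all varieties between the stages. A stage change may thus carry the r left without Succari, and it was not separated. The list was chosen by the study on these samples, and this p over it is not independent evidence.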

The role of Cs9g07750, which is predicted to encode APS1, an enzyme involved in sulfate assimilation to Cys [27], in fruit sugar and acid metabolism remains unclear. The observation that sulfur metabolism cross-talks with the carbohydrate and nitrogen status [28] might indicate a possible role for modulation of Cs9g07750/APS1 expression in sensing of or response to sugar level.

As in the case of acid-related genes [14], a considerable proportion (19) of the sugar/acid ratio-correlated genes are involved in transport, transcription or protein degradation. Among nine genes in the transport category, two (Cs5g24670 and Cs5g31010) are predicted to act in lipid transfer in the seed storage process. 

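The lipid transfer genes Cs5g24670 and Cs5g31010 went in opposite directions in Succari fruits at 142 DPA. Such proteins bind lipids outside the cell, and their family includes storage proteins of seeds. Cs5g24670 had 3.59 ± 1.32 CPM in Succari against 19.9 ± 12.2 in Bingtang, 30.7 ± 21.3 in Newhall and 33.4 ± 15.9 in Xinhui (n = 3), a log2 fold change of -2.92 (SE 0.438, adjusted p = 2.35e-05 from edgeR's quasi-likelihood test). Its r with the ratio was -0.892 (exact permutation p = 0.00288) and rho was -0.592 (exact p = 0.0653), and r was -0.574 without the Succari libraries at 142 DPA. Cs5g31010 was higher by 2.54 on the log2 scale (SE 0.471, adjusted p = 5.32e-04), at a low level of 1.98 ± 0.774 CPM against at most 0.435 ± 0.140 CPM. Both genes spanned less between the 3 Succari replicates than the oleosin gene, with 2.45, 3.3 and 5.04 CPM for Cs5g24670 and 2.62, 2.2 and 1.12 CPM for Cs5g31010.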

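The nucleoside transporter gene Cs2g06990 (FUR1) was 5.46-fold higher in Succari fruits at 142 DPA than in the other varieties, at 4.01 ± 1.80 CPM (n = 3; log2 fold change 2.50, SE 0.379, adjusted p = 2.68e-05 from edgeR's quasi-likelihood test). The auxin transporter gene orange1.1t01769 (ABCB21) was high in both varieties with a raised ratio, at 15.6 ± 5.56 CPM in Succari and 12.1 ± 2.01 in Bingtang, against 5.16 ± 3.09 in Newhall and 2.45 ± 0.412 in Xinhui. Its log2 fold change of Succari over the other 3 was 1.55 (SE 0.241, adjusted p = 3.48e-05).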

Cs2g06990 is closely related to FUR1, a nucleoside transporter [29], while orange1.1 t01769 is similar to ATP-binding cassette B21, which is involved in auxin efflux and influx [30]. Cs1g13320 is similar to an efflux-type borate transmembrane transporter [31], Cs4g20090 is closely related to potassium channel protein KAT3, Cs9g18100 is predicted to encode a cyclic nucleotide gated channel (CNGC1), and both Cs1g25820 and Cs5g17210 show high similarity to Arabidopsis metal ion transporter. 

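Ion and metal transport genes of Table 1 were higher in Succari fruits at 142 DPA, the largest being Cs5g17210, named Beta-TIP in Table 1 after a water channel of the vacuole membrane. Cs5g17210 was 166-fold higher (log2 fold change 8.14, SE 0.798, adjusted p = 2.53e-07 from edgeR's quasi-likelihood test), with 779.8, 509.1 and 6.16 CPM in the 3 Succari replicates, and Bingtang replicate 2 and Xinhui replicate 3 also lay above Succari replicate 3, at 11.6 and 6.94 CPM. HIPP27 (Cs1g25820), a metal-binding protein, was 17.4-fold higher (4.75, SE 0.421, adjusted p = 4.55e-07) with 33.7, 20.5 and 6.72 CPM. The remaining channel and transporter genes were even between replicates: the potassium channel gene KAT3 stood at 8.40 ± 2.35 CPM against 1.53 to 2.24 CPM (log2 fold change 2.20, SE 0.264, adjusted p = 1.67e-06), the borate transporter gene BOR4 reached 8.70 ± 1.42 CPM (1.60, SE 0.259, adjusted p = 5.42e-05), and CNGC1, a cation channel, 3.06 ± 0.985 CPM (1.45, SE 0.444, adjusted p = 0.0137). The fold of Cs5g17210 was 99.2 without Succari 142 DPA replicate 1 and 293 without Bingtang 142 DPA replicate 2. Without Succari 142 DPA replicates 1 and 2 the difference of Cs5g17210 was no longer called (1.91, adjusted p = 0.298).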

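In Succari fruits at 142 DPA all 3 genes of the protein degradation category were higher, and the phytocystatin homolog CYS2 (orange1.1t02370) was nearly absent elsewhere. Phytocystatins inhibit cysteine proteases and are found in seeds. CYS2 had 92.6, 66.3 and 2.8 CPM in the 3 Succari replicates and 2 reads in the 9 other libraries at that stage, so the size of its fold is not resolved (adjusted p = 2.99e-06 from edgeR's quasi-likelihood test). The cysteine protease gene RD21A (Cs8g05200) was 30.9-fold higher (log2 fold change 5.12, SE 0.469, adjusted p = 5.1e-08), with 11.9, 6.78 and 2.61 CPM, and 20.4-fold higher without Succari 142 DPA replicate 1. The serine peptidase gene XSP1 (orange1.1t00281) was 4.53-fold higher (2.22, SE 0.402, adjusted p = 1.84e-04) and even, at 6.08 ± 1.43 CPM (n = 3). For RD21A r with the ratio was 0.698 (exact permutation p = 0.123) and rho -0.0286 (exact p = 0.933), and without the 3 Succari libraries at 142 DPA r was -0.565.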

Regarding the three genes involved in protein degradation, two of them (Cs8g05200 and orange1.1 t02370) are putative cysteine proteases and the other one (orange1.1 t00281) may act as a serine peptidase. With regard to the seven genes in the category of transcription, they belong to distinct family of transcriptional regulators, such as F-box family (Cs3g01830), WRKY family (Cs6g03950), bHLH family (orange1.1 t00185), tandem zinc family (Cs9g08500), remornin-like (Cs5g03630), LBD family (Cs7g27620), and ARR family (orange1.1 t00294). 

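Of the 7 transcription genes, 6 were higher in Succari fruits at 142 DPA, while the WRKY gene TTG2 stayed under 2-fold. UNE10 (orange1.1t00185), a bHLH factor, was 16.1-fold higher (log2 fold change 5.36, SE 0.66, adjusted p = 3.68e-06 from edgeR's quasi-likelihood test), with 13.1, 6.59 and 1.87 CPM in the 3 Succari replicates. LBD1 (Cs7g27620) was 24.7-fold higher (4.91, SE 0.806, adjusted p = 2.92e-04) and, in contrast to UNE10, highest in Succari replicate 3, with 1.22, 1.65 and 4.67 CPM. Leaving out 1 library moved the fold of UNE10 to 9.5 (Succari 142 DPA replicate 1) or 25.5 (Bingtang 142 DPA replicate 3), and that of LBD1 to 14.1 (Succari 142 DPA replicate 3) or 104 (Xinhui 142 DPA replicate 2). The F-box gene Cs3g01830 was 4.32-fold higher (3.1, SE 0.589, adjusted p = 4.69e-04). The remorin-like gene Cs5g03630 had 12.1 ± 1.11 CPM in Succari against 2.25 to 3.07 CPM (n = 3; 2.13, SE 0.253, adjusted p = 1.41e-06). ARR2 (orange1.1t00294), a response regulator of cytokinin signaling, had 1.87 ± 0.355 CPM against 0.248 to 0.817 CPM (1.80, SE 0.518, adjusted p = 0.00903).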

In Arabidopsis, TTG2 is involved in proanthocyanidin synthesis and cell size control [32]. ARR2 has been shown to act in response to cytokinin and ethylene and in the expression of nuclear genes encoding components of mitochondrial complex I [33, 34]. Overall, none of these three categories of proteins has been shown to be involved in regulation of sugar or acid synthesis, transport or response.

The sugar/acid ratio-correlated genes also have two GO categories that were not enriched for the acid-correlated genes: signaling and stress response. 

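Receptor-like kinase genes and a phosphotransfer gene were all higher in Succari fruits at 142 DPA. CRK8 (Cs1g01170) was 10.8-fold higher (log2 fold change 3.48, SE 0.703, adjusted p = 5.27e-04 from edgeR's quasi-likelihood test), CERK1 (Cs2g02680), a chitin receptor, 3.03-fold (1.57, SE 0.309, adjusted p = 4e-04) and WAKL1 (Cs6g02710) 2.8-fold (1.63, SE 0.371, adjusted p = 0.00153). Cs6g05010, another receptor-like kinase gene, had 9.00 ± 2.99 CPM in Succari, 4.77 ± 0.427 in Bingtang, 2.95 ± 0.691 in Newhall and 2.10 ± 1.00 in Xinhui (n = 3). The cytokinin phosphotransfer gene AHP5 (Cs3g07510) was 35.2-fold higher (5.37, SE 0.522, adjusted p = 5.11e-07) and uneven, with 22.5, 15.4 and 2.61 CPM in the 3 Succari replicates. The fold of CRK8 was 20.5 without Bingtang 142 DPA replicate 1, and that of AHP5 23.4 without Succari 142 DPA replicate 1. The kinase genes named here lay within 2-fold over the 3 replicates, except for Cs6g05010 with 5.94, 11.9 and 9.14 CPM.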

Interestingly, five of six signaling-related genes encode receptor-like kinases (RLK), such as Cs1g01170/CRK8 and Cs6g02710/WAKL1, and the remaining one is Cs3g07510/AHP5. In Arabidopsis, CRK8 and CERK1 have been shown to act in defense response [35, 36] and expression of *CRK8* could be modulated by hormones [35]. AHP5, one of the six Arabidopsis histidine phosphotransfer proteins (AHPs), has a redundant function as positive regulators of cytokinin signaling [37]. 

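Disease resistance homologs and a small heat shock protein gene were higher in Succari fruits at 142 DPA. Cs5g18450 had 7.14 ± 0.327 CPM in Succari against 2.00 to 2.91 CPM in the other varieties (n = 3; log2 fold change 1.53, SE 0.289, adjusted p = 2.75e-04 from edgeR's quasi-likelihood test). Cs5g19950 was 3.00-fold higher (1.66, SE 0.307, adjusted p = 2.76e-04). The third homolog, orange1.1t01829, had 11.7 ± 1.76 CPM in Succari and 8.47 ± 2.46 in Bingtang, against 1.98 ± 0.803 in Newhall and 3.35 ± 2.43 in Xinhui (1.63, SE 0.259, adjusted p = 4.31e-05). HSP18.2 (Cs7g32260), whose homologs protect proteins in heat and in ripening seeds, differed most but unevenly between the 3 replicates: without Succari 142 DPA replicates 1 and 2 its log2 fold change was 1.09 (adjusted p = 0.0793).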

Concerning the category of stress response, three of four genes (Cs5g18450, Cs5g19950, orange1.1 t01829) are involved in biotic stress response, while the fourth one, Cs7g32260/HSP18.2, is predicted to act in abiotic stress response.

### Comparison of sugar/acid ratio-correlated genes with sugar- or acid-associated genes

As mathematically the sugar/acid ratio could be affected by changes in levels of sugar alone, acid alone or both, we decided to assess whether any of the 72 sugar/acid ratio-correlated genes has overlap with the set of 39 acid-correlated genes. Surprisingly, analysis using Venn diagram showed that none of the acid- and sugar/acid ratio-correlated genes overlaps (Fig. 1b).

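Over the 24 libraries no gene was correlated with both acid and the ratio at 0.80 or beyond. Across the 72 genes the median |r| with acid was 0.194 and the highest 0.514, and none had a p under 0.05 by the exact permutation test. Over the 12 libraries at 142 DPA alone, 15 of the 72 genes reached 0.80 with acid and 39 with the ratio, and without the 3 Succari libraries of that stage 2 reached it with acid. Among all 11574 genes changed between the stages, 31 were positively and 31 negatively correlated with acid at 0.80 or beyond, none with an adjusted p under 0.05 (smallest 0.392), though all 62 had a p under 0.05. The 62 acid-correlated and 90 ratio-correlated genes had 0 in common, where independent lists would share 0.5. The acid-correlated genes used here were derived from the read counts, and the list of the earlier study was not used here. The number of acid-correlated genes was 99 without Succari 142 DPA replicate 1, 212 without replicate 3, and 114, 98 and 100 without Bingtang 142 DPA replicate 1, 2 or 3.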

We then analyzed the degree of overlap between the sugar/acid ratio-correlated genes and the sugar-correlated genes. 

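Over both stages together, gene expression in the fruits followed sugar far more widely than the ratio: of 11574 genes changed between the stages, 2886 were positively and 2859 negatively correlated with sugar at 0.80 or beyond. All of these 5745 genes had an adjusted p under 0.05 by the exact permutation test, as had 8080 of the 11574. Sugar rose in all varieties between the stages, and the libraries fall into a cluster at 45 DPA and a cluster at 142 DPA. The 11574 genes were chosen for a change between these stages, so small p-values with sugar follow in part from that choice. Over the 12 libraries at 142 DPA alone, 314 genes reached 0.80 with sugar and 328 with the ratio.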

We were surprised that 4166 out of 7430 differentially expressed genes exhibited strong correlations with sugar level, with Pcc above 0.8 or below −0.8 (Additional file 1). Thus, we used a higher Pcc cutoff (+/−0.9) for the prediction of sugar-correlated genes, with a total of 1995 genes (Additional file 1). Comparison of these 1995 genes and 72 sugar/acid ratio-related genes revealed that only three genes (Cs1g10530, Cs8g18390 and Cs9g08500) are strongly correlated with both sugar level and sugar/acid ratio (Fig. 1b). 

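At the cutoff of 0.90, 1247 genes were positively and 1239 negatively correlated with sugar, or 2486 genes, of which 48 reached it over the 12 libraries at 142 DPA. Of the 1995 genes that the study lists, 708 are positive and 1287 negative, and every one kept its sign in the read counts. In the read counts 1665 of them reached 0.90 and all reached 0.80, with a median absolute difference in r of 0.011. The study chose its list on these samples, so this tally is not independent evidence.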

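The 3 shared genes differed between the varieties in Succari fruits at 142 DPA. Cs1g10530, the homolog of HPT1 that makes tocopherol precursors, had 29.4 ± 9.55 CPM in Succari against 7.69 to 14.5 CPM (n = 3; log2 fold change 1.48, SE 0.171, adjusted p = 1.05e-06 from edgeR's quasi-likelihood test). Cs8g18390, of unknown function, had 4.17 ± 0.757 CPM in Succari against 8.45 to 12.3 CPM (-1.26, SE 0.167, adjusted p = 4.96e-06). Cs9g08500 (TZP), a zinc knuckle protein of light signaling, had 52.2 ± 12.2 CPM in Succari, 29.7 ± 7.63 in Bingtang, 26.4 ± 3.68 in Newhall and 10.6 ± 1.23 in Xinhui (1.39, SE 0.151, adjusted p = 5.15e-07). With the ratio, r was 0.631 for HPT1 (exact permutation p = 0.0832), -0.822 for Cs8g18390 (exact p = 0.00288) and 0.724 for TZP (exact p = 0.00139), and rho was 0.846, -0.665 and 0.766 (exact p = 0.00853, 0.063 and 0.0252). Without the Succari libraries at 142 DPA r was 0.518, -0.684 and 0.702. TZP fell under the 2-fold limit without Succari 142 DPA replicates 1 and 2 (log2 fold change 0.86, adjusted p = 0.0099).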

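Of the 72 genes of Table 1, 22 reached 0.80 with sugar over the 24 libraries and 5 of these reached 0.90. Most are Turquoise genes, among them BOR4, CNGC1, HSP18.2, EMB2757, MAN7, SRG1 and KCS6, the last of which is negative. Within the 12 libraries at 142 DPA, where the sugar levels lie close together, 2 of the 72 reached 0.80.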

Nine additional sugar/acid ratio-related genes also had Pcc with sugar between 0.8 and 0.9 (Additional file 2). This indicates that the majority of the sugar/acid ratio-correlated genes do not strongly correlate with sugar level. Taken together, our comparative analysis of sugar-, acid- and sugar/acid ratio-correlated genes strongly indicates that at least in these four sweet orange varieties a unique subset of genes might be involved in the control of fruit sugar/acid ratio independent of sugar and acid accumulation alone.

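In Succari fruits at 142 DPA the genes of Table 1 took a level of their own, while Bingtang, whose ratio is raised less, shared it only in part. A level in proportion to the ratio would put Bingtang at 30.6% of the rise of Succari above the normal acid varieties. On the log2 scale the 61 genes higher in Succari had a median of 4.18% of that rise in Bingtang, and 44 of the 61 lay below the proportional share. Over libraries, their mean log2 level in Bingtang was 0.854 below the proportional level (SE 0.212), and 0.576 below (SE 0.165) with a pseudocount of 1, where the 95% Welch interval reached the proportional level. The Turquoise genes among them had a median of 40.5%, with 7 of 16 below the share, and the Blue genes 2.93%, with 27 of 33 below. The stage change of Bingtang differed from that of Newhall and Xinhui in 4 of the 72 genes that rose more and 1 that fell more (edgeR's quasi-likelihood test). Without the 3 Succari libraries at 142 DPA, 61 of the 72 genes kept the sign of r with the ratio and 3 reached 0.80. From the small overlap of the ratio-correlated genes with those of sugar and the lack of one with those of acid, the paper proposes that a separate set of genes might take part in controlling the ratio, apart from the accumulation of either one.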

To reveal whether the control of sugar/acid ratio involves distinct gene coexpression modules, we respectively mapped the subsets of acid-, sugar- and sugar/acid-correlated genes into the 10 modules present in the gene coexpression network reported in our prior work [14]. Results showed that among the 1995 sugar-correlated genes, 1975 belong to the Turquoise module and 20 are classified to the Brown module; however, the sugar/acid ratio-correlated genes can be grouped into four modules, Blue, Grey, Brown and Turquoise (Fig. 1c). 

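The modules that the study gives for the 72 genes differ in how their genes behave in the fruits at 142 DPA. The 16 Turquoise genes higher in Succari also rose with stage in other varieties, least in Xinhui. Relative to their mean over all libraries, in SD units, they averaged -1.05 to -0.607 at 45 DPA. At 142 DPA they averaged 0.257 to 0.541 in Xinhui, 0.404 to 0.720 in Newhall, 0.730 to 0.917 in Bingtang and 1.48 to 1.58 in Succari. The 11 higher Brown genes averaged 1.75 to 1.9 in Succari and -0.127 to 0.590 in the other libraries at 142 DPA. Turquoise genes included 14 that rose from 45 to 142 DPA in Newhall, 11 in Xinhui and 16 in Bingtang (edgeR's quasi-likelihood test). Of the 36 Blue genes 4, 3 and 5 did. The mean |r| between genes of the same module exceeded that between genes of different modules by 0.102 (0.740 against 0.638; permutation p = 1e-05, the smallest that the draws can give). With group means removed from each gene the difference was 0.078 (permutation p = 2e-05). Without the 3 Succari libraries at 142 DPA it was 0.014 (permutation p = 0.483). The modules come from coexpression in the same data, so a higher r within them follows from how they were made and is not independent evidence.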

Compared to the acid-related gene modules, the sugar/acid ratio-correlated genes contain three distinct modules, Blue, Brown and Grey. Taken together, the sugar/acid ratio-related genes possess two unique modules, Blue and Grey. 

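Blue genes differed most between Succari and the other fruits at 142 DPA, and in them the 3 Succari replicates lay furthest apart. Of the 36 Blue genes 33 were higher in Succari (median 30.9-fold) and 2 were lower, against medians of 4.33-fold for 11 Brown and 2.73-fold for 16 Turquoise genes (edgeR's quasi-likelihood test). In SD units the 33 higher Blue genes averaged 2.55, 2.56 and 1.27 in Succari replicates 1, 2 and 3, and -0.254 to 0.116 in the other libraries at 142 DPA. From the highest to the lowest Succari replicate, 24 of the 33 spanned at least 4-fold, each of them lowest in replicate 3, and the median span was 8.11-fold. Of the Brown genes none spanned 4-fold (median 1.55), and of the Turquoise genes HSP18.2 and MAN7 did (19.8 and 17.0; median 1.48). The Grey genes are Cs9g17670, higher in Succari, and Cs8g06880, lower.

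**Figure D2:**
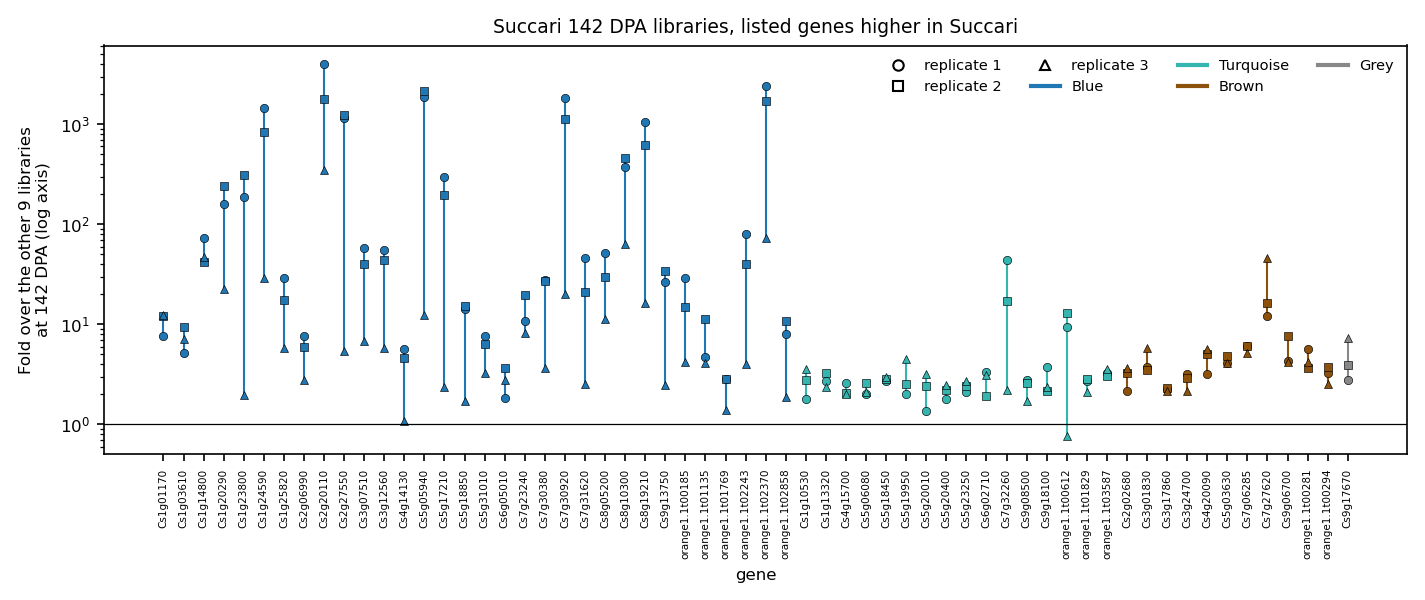
Fold of each of the 3 Succari libraries at 142 DPA over the mean of the 9 other libraries at that stage (vertical axis, log scale) for 60 genes of Table 1 that were higher in Succari (horizontal axis), coloured by module. Points of a Blue gene lie a median of 8.11-fold apart, and those of a Turquoise gene 1.48-fold.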

The Blue module is the largest one, containing 36 out of 72 sugar/acid ratio genes, while the Grey module has only two genes (Fig. 1c; Table 1). Thus, the Blue module might represent a distinct subnetwork for the control of fruit sugar/ acid ratio.

### Construction and analysis of distinct module-based sugar/acid ratio gene subnetworks

To provide a systems view of gene networks for the control of sugar/acid ratio in orange fruits, we constructed the subnetworks based on the four distinct gene coexpression modules, Blue, Brown, Grey and Turquoise (Fig. 1c). The subnetworks were built using the module-specific subset of sugar/acid ratio-related genes as seed nodes to extract the gene coexpression network previously constructed by WGCNA analysis of 7430 genes [14]. Except for the Grey module with two genes, all other modules have genes present in the network and are analyzed below.

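Coexpression among the 36 Blue genes came mainly from Succari fruits at 142 DPA. Their mean |r| with each other was 0.721 over the 24 libraries, 0.378 without Succari 142 DPA replicates 1 and 2 and 0.256 without all 3 libraries of that group. The same step took the Turquoise genes from 0.813 to 0.722 and the Brown genes from 0.703 to 0.427. A Blue gene reached |r| of 0.90 with a median of 4.5 of the 11574 changed genes, and with a median of 0 once the Succari libraries at 142 DPA were left out.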

The Blue module-based subnetwork contains 16 of 36 sugar/acid ratio-correlated genes (coded in yellow and green), with a total of 142 nodes and 689 edges (Fig. 2). In this module, nine of sugar/acid ratio genes represent large hubs, with five of them having more than 90 edges or interactions, including Cs3g07510/AHP5, Cs1g24590 (unknown function), Cs7g30920/GEA6, Cs3g12560 (a ribosomal protein involved in protein synthesis) and Cs5g05940 (unknown function). 

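The Blue genes that the study names as large hubs differed in their number of partners at |r| of 0.90 and lay close together at 0.80. Counting changed genes with |r| of at least 0.90, Cs5g05940 had 66 partners, GEA6/Em6 62 and Cs1g24590 61, while the ribosomal protein gene Cs3g12560 had 5 and AHP5 4. At |r| of 0.80 they had 154, 166, 167, 133 and, for AHP5, 166. In Succari fruits at 142 DPA, Cs5g05940 was 1350-fold higher than in the other varieties (log2 fold change 11.05, SE 0.849, adjusted p = 8.25e-09 from edgeR's quasi-likelihood test), GEA6/Em6 992-fold (10.25, SE 0.844, adjusted p = 3.48e-08) and Cs1g24590 767-fold (9.54, SE 0.851, adjusted p = 1.87e-07). Without Xinhui 142 DPA replicate 3 these folds were 2730, 2020 and 1840, and without Succari 142 DPA replicate 1 that of GEA6/Em6 was 579 and that of Cs1g24590 428. The 3 Succari replicates had 901.7, 1042 and 5.97 CPM of Cs5g05940 and 176.9, 101.3 and 3.55 CPM of Cs1g24590. In the other varieties at 142 DPA there were only 6 reads of Cs1g24590 and 12 of GEA6/Em6, so the size of their folds is not resolved. Without Succari 142 DPA replicates 1 and 2 the difference of Cs3g12560 was not called (2.27, adjusted p = 0.213). Partners are not the edges of the published network, whose weights were not used here.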

Four other mid-size hubs are Cs1g23800 (a functionally unknown Cupin-like protein), orange 1.1 t02370/CYS2 (involved in protein degradation), Cs1g20300 (unknown function), and Cs2g27550/Oleosin (involved in lipid metabolism). 

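The mid-size hubs split in the same way: CYS2 had 61 partners at |r| of 0.90, the oleosin gene Cs2g27550 42, the cupin gene Cs1g23800 28 and Cs1g20300 18. Without the 3 Succari libraries at 142 DPA these counts were 0, 0, 3 and 1. At |r| of 0.80 they went from 161 to 1, from 139 to 1 and from 127 to 1 for CYS2, the oleosin gene and Cs1g20300, but from 305 to 2705 for the cupin gene. Cs1g20300 had 4.54, 4.4 and 0.56 CPM in the Succari replicates at 142 DPA and no read in the 9 other libraries at that stage, which makes it at least 49.0-fold higher (floor of 3 counts over the group; adjusted p = 1.44e-04 from edgeR's quasi-likelihood test, 0.306 from DESeq2). Without Succari 142 DPA replicates 1 and 2 it was not called, with a log2 fold change still at 4.52 (adjusted p = 0.0794).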

The Arabidopsis homologs for most of these hub genes have not been tested regarding their physiological functions. 

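6 of the 8 seed maturation genes of Table 1 were abundant in 2 of the 3 Succari libraries at 142 DPA and scarce in the other one; the exceptions are Cs5g31010, with 2.62, 2.2 and 1.12 CPM, and Cs5g24670, which was lower in Succari. GEA6/Em6 (Cs7g30920), whose homologs accumulate in drying embryos, had 434.5, 272.4 and 4.85 CPM in the 3 replicates and at most 1.21 CPM in any other library. The vicilin-like cupin gene Cs1g23800, a homolog of seed storage proteins, had 698.8, 1144 and 7.28 CPM (167-fold; log2 fold change 7.43, SE 0.63, adjusted p = 2.14e-08 from edgeR's quasi-likelihood test), and its difference ended without replicates 1 and 2 (0.94, adjusted p = 0.25). LEA4-5 (orange1.1t02243) had 183.7, 93.8 and 9.33 CPM (41.2-fold; 5.53, SE 0.493, adjusted p = 4.15e-08). The fold of the cupin gene was 95.4 without Succari 142 DPA replicate 2, and that of LEA4-5 was 22.2 without replicate 1. Together the 8 genes of seed maturation, fixed as a list from Table 1, took 0.397%, 0.401% and 0.0045% of the reads in the 3 Succari libraries and at most 0.00696% in the other libraries at 142 DPA, in Xinhui replicate 3; without Cs5g24670 these were 0.397%, 0.401%, 0.00399% and 0.0033%. The 7 of them that were higher spanned a median of 89.5-fold between the Succari replicates, against 7.13-fold for the other 26 Blue genes (permutation p = 0.00476). That permutation treats coexpressed genes as independent, and a gene with few reads cannot span far. Outside the list, the abundant Blue genes Cs5g05940, Cs8g19210 and Cs1g24590 spanned 174-fold, 63.6-fold and 49.9-fold. Cs2g20110, IRX12 and Cs4g14130 spanned 11.5-fold, 17.9-fold and 5.31-fold. The contrast thus does not separate seed genes from abundant ones. The study chose the listed seed genes on the same samples, so the list is not independent evidence.

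**Figure D3:**
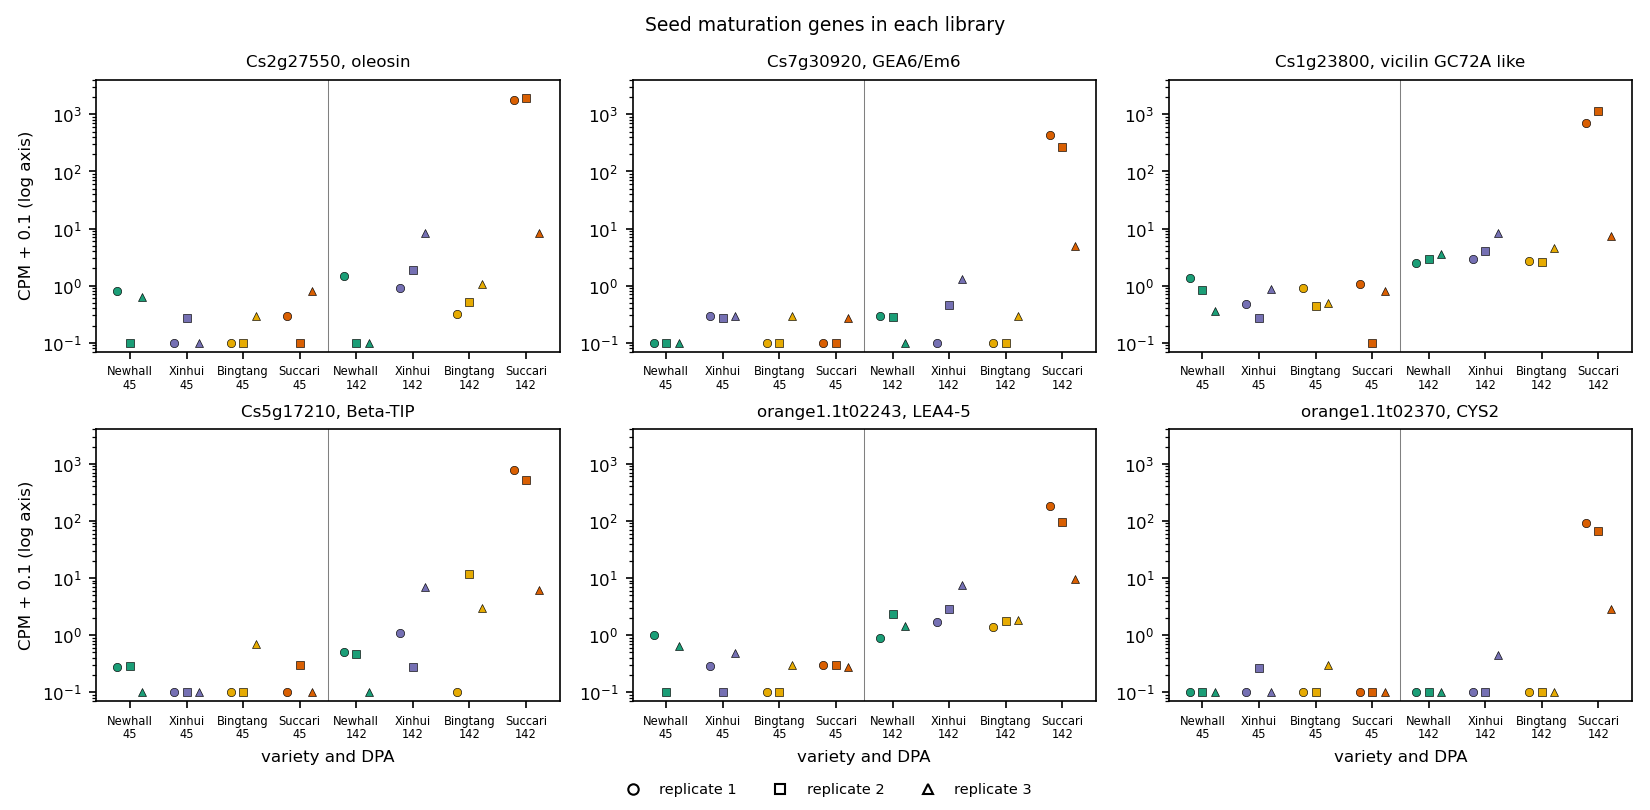
Expression of 6 seed maturation genes in CPM + 0.1 (vertical axes, log scale) in the 8 groups of variety and stage (horizontal axes), one point per library with a symbol for replicate 1, 2 or 3. GEA6/Em6 stands at 434.5, 272.4 and 4.85 CPM in the Succari libraries at 142 DPA.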

Cs7g30920 is most similar to Arabidopsis GEA6 or Em6, a group 1 LEA gene that is involved in response to abscisic acid and is predicted to act in metabolism during seed development [38]. Cs3g07510/AHP5 and a RLK gene encoded by Cs1g14800 are involved in signal transduction. The finding that Cs3g07510/AHP5 acts as a large hub indicates a potentially crucial role of cytokinin signaling in the sugar/acid ratio subnetwork.

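AHP5 was tested against 4 seed maturation genes, and its high r with them rested on the Succari fruits at 142 DPA. Its r with a receptor-like kinase gene fell less, but what was left rests on few reads. In 9 pairs tested over the 24 libraries, r with GEA6/Em6 was 0.827 (rho 0.43, permutation p = 0.0004) and 0.133 without the Succari libraries at 142 DPA, with the oleosin gene 0.785 (rho 0.414, permutation p = 0.0006) and 0.125, with the cupin gene Cs1g23800 0.801 (rho 0.561, permutation p = 0.0004) and 0.297, and with CYS2 0.832 (rho 0.43, permutation p = 0.0006) and 0.051. With the kinase gene Cs1g14800 r was 0.886 (rho 0.772, permutation p = 0.0002) and 0.619 (permutation p = 0.0052), and with Cs3g12560 0.878 (rho 0.702) and 0.506 (permutation p = 0.0244). The other varieties at 142 DPA held only 18 reads of AHP5, 6 of Cs1g14800 and 6 of Cs3g12560. So close to the floor, an r without Succari does not resolve a retained relation. The p-values of these pairs count single libraries as units. Replicates of the same group thus enter as independent, and these p-values overstate the evidence. By number of partners among the 36 Blue genes AHP5 ranked 19 at |r| of 0.90, with 4, and 8 at 0.80, with 166, as many as GEA6/Em6. Its r with the ratio was 0.803 (exact permutation p = 0.037).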

**Fig. 2:**
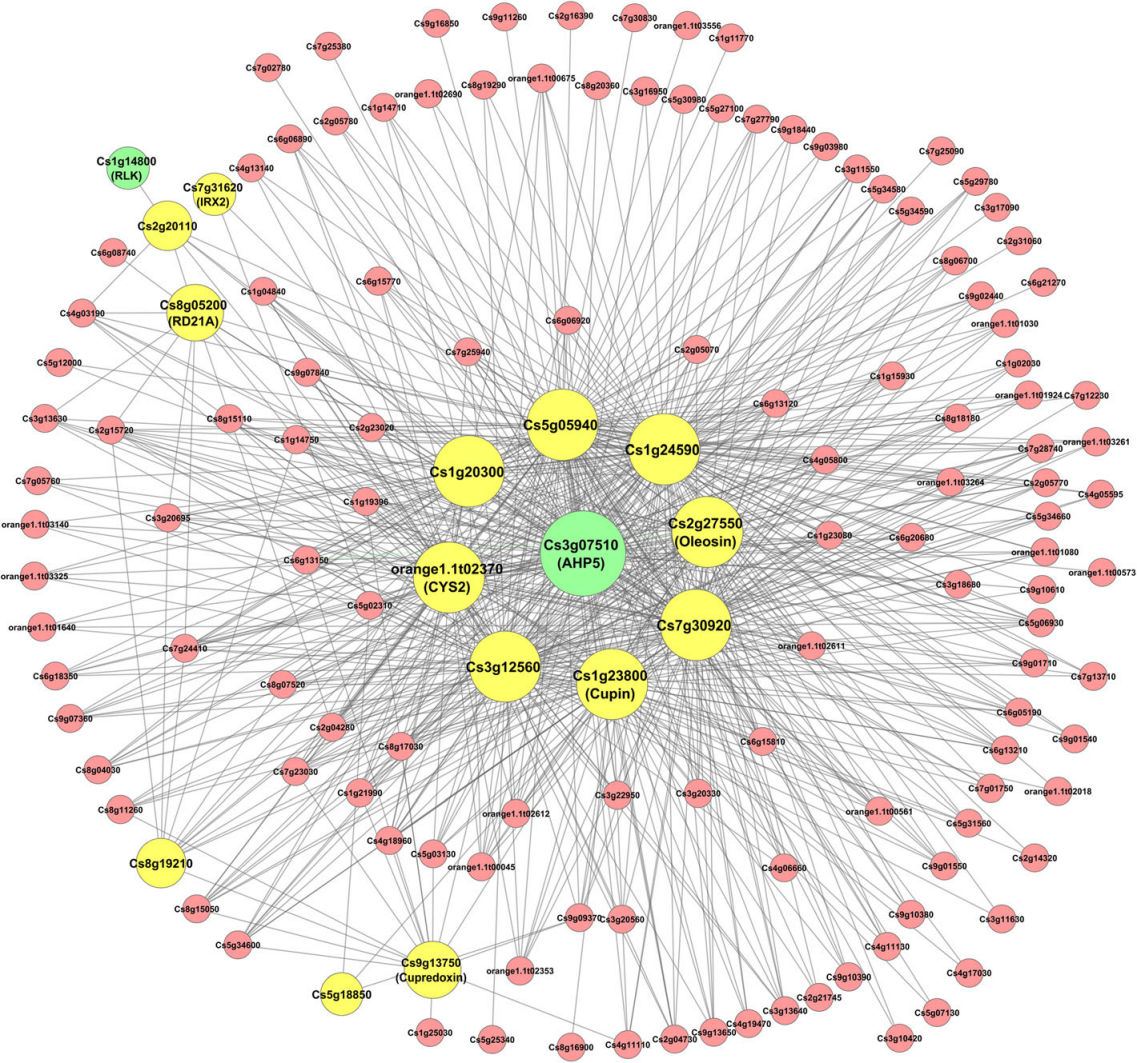
The Blue module-based sugar/acid ratio-associated gene subnetwork. The subnetwork constructed by using the sugar/acid ratio-correlated genes from the blue module as seed nodes to extract the weighted gene coexpression network of all 7430 differentially expressed genes with an edge weight cutoff of 0.6 is visualized by Cytoscape. Two seed node genes involved in signal transduction are coded in green, and all other seed node genes coded in yellow

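Brown genes were moderately and evenly higher in Succari fruits at 142 DPA. Of the 13 genes 11 were called higher, with folds of 2.25 to 24.7, and EMB2296 and APS1 were lower by less than 2-fold (edgeR's quasi-likelihood test). In 10 of the 11 the 3 Succari replicates lay within 2-fold of each other. In Bingtang at 142 DPA these genes had a median of 0.191% of the rise of Succari, and 9 of the 11 lay below the share in proportion to the ratio.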

The Brown module-based subnetwork has 45 nodes, including eight of the 13 sugar/acid ratio-correlated genes, and 57 edges (Fig. 3). In this module, Cs5g03630/remorin and Cs4g20090/KAT3 only interact with each other. It remains to be determined whether the interaction between remornin-like transcriptional regulator and the potassium channel KAT3 has any physiological or metabolic relevance in the sugar/acid ratio control. 

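The remorin-like gene Cs5g03630 and KAT3 had closely matched profiles, and their relation did not rest on Succari alone. Over 24 libraries r was 0.90 and rho 0.804 (permutation p = 2e-05), and without the Succari libraries at 142 DPA r was 0.759 (permutation p = 0.0002). The 11 higher Brown genes averaged -1.08 to -0.295 SD units at 45 DPA and -0.127 to 0.590 in the other varieties at 142 DPA. A stage step shared by both genes may thus carry the r left without Succari, and it was not separated. Both p-values count single libraries as units, so they overstate what the 8 groups can show. Remorins are proteins of the plasma membrane, where KAT3, a subunit of potassium channels, also acts. At |r| of 0.90 without rounding, each had 0 partners among the changed genes.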

In the mid-sized subnetwork which contains all other nodes and edges, two hubs, Cs3g17860 and Cs7g06285, do not have their orthologs identified in Arabidopsis. 

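Hub genes of the Brown module differed from each other in their number of partners. Cs7g06285, of unknown function, had 1449 partners at |r| of 0.90, and the number was 3092 without the Succari libraries at 142 DPA. Cs3g17860 had 50, PGI 33, EMB2296 30 and APS1 11. Cs3g17860 was 2.25-fold higher in Succari at 142 DPA, at 5.38 ± 0.138 CPM (n = 3; log2 fold change 1.20, SE 0.261, adjusted p = 9.82e-04 from edgeR's quasi-likelihood test), and without Succari 142 DPA replicates 1 and 2 it was not called (1.10, adjusted p = 0.103). EMB2296 (Cs1g25210), a ribosomal protein gene, had 697 ± 184 CPM in Succari against 1034 to 1294 CPM in the other varieties (-0.71, SE 0.103, adjusted p = 1.58e-05). Its r with the ratio was -0.867 (exact permutation p = 0.00188).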

The other hubs, Cs3g24700/PGI and Cs1g25210/EMB2296, together with Cs9g07750/APS1, are involved in metabolism, indicating a potential role of metabolic regulation in the Brown module-based sugar/acid ratio control subnetwork.

**Fig. 3:**
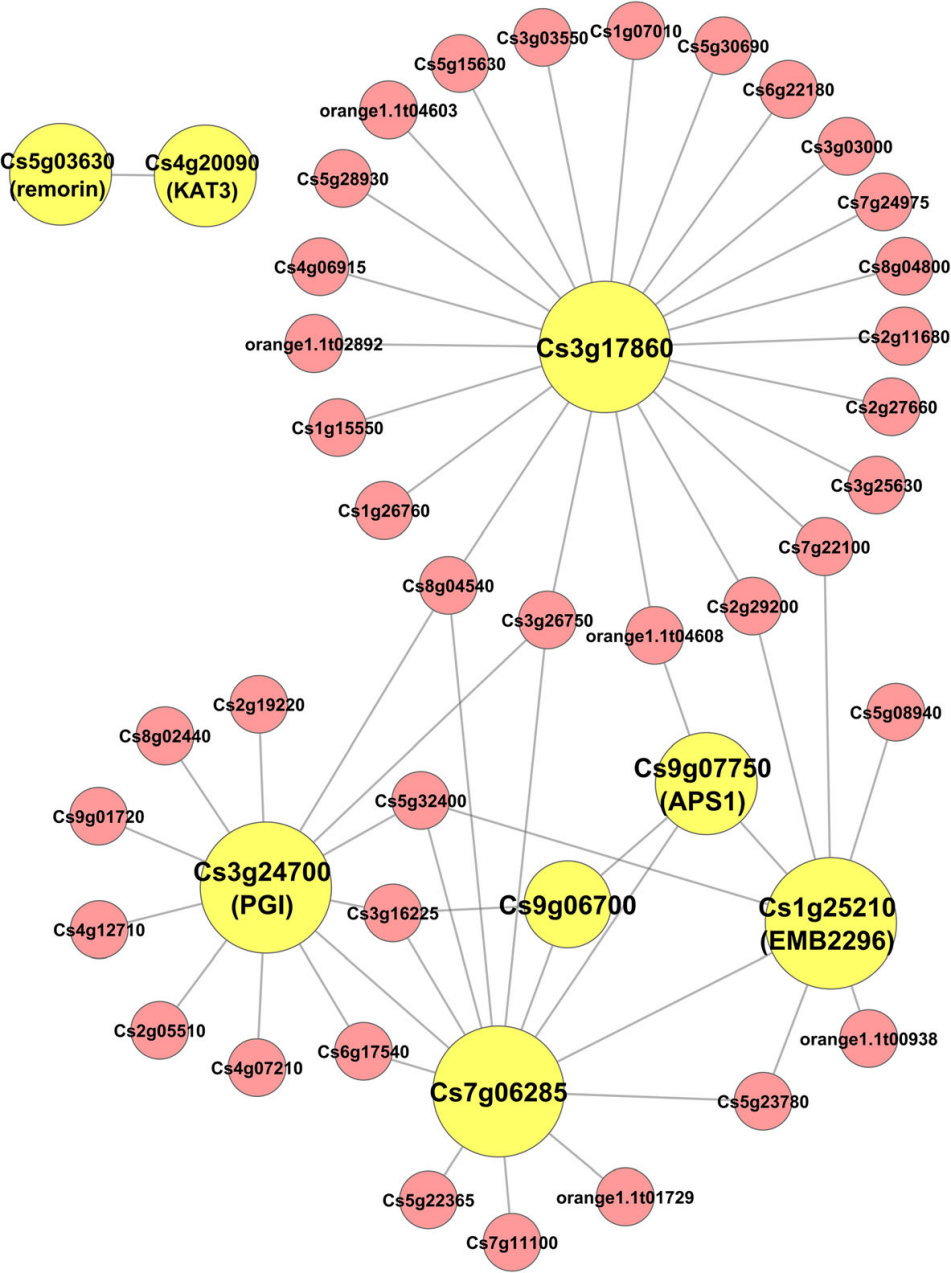
The Brown module-based sugar/acid ratio gene subnetwork. The sugar/acid ratio-correlated genes from the brown module are used as seed nodes to extract the weighted gene coexpression network as described in Fig. 2, resulting in the subnetwork with an edge weight cutoff of 0.2. The seed node genes present in the subnetwork are coded in yellow

For the Turquoise module which contains 21 sugar/acid ratio-correlated genes, 18 of them are present in the subnetwork. This subnetwork has 137 nodes and 472 edges (Fig. 4). 

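Turquoise genes had more partners than genes of the other modules, with a median of 48, and Cs8g18390 was among the largest. By changed genes at |r| of 0.90, Cs5g19950 had 1651 partners, TZP 962, MAN7 709, Cs8g18390 404 and Cs5g18450 351, followed by EMB2757 with 228, HSP18.2 with 147, MGL with 92, KCS6 with 89, BOR4 with 85 and HPT1 with 48. Without the Succari libraries at 142 DPA, Cs8g18390 had 2693 and ranked first in the module. In fruits at 142 DPA, EMB2757 (Cs4g15700), whose homolog is needed in embryo development, had 15.8 ± 2.33 CPM in Succari against 6.6 to 7.71 CPM (n = 3; log2 fold change 1.17, SE 0.17, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test). Without Succari 142 DPA replicates 1 and 2 it lay under the 2-fold limit (0.94, adjusted p = 0.0245). The lipase gene MGL (Cs2g06500) was lower, at 12.2 ± 0.944 against 21.6 to 29.5 CPM (-1.06, SE 0.105, adjusted p = 1.35e-07).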

The largest hub Cs8g18390 does not have any Arabidopsis homolog, while all other hubs have their orthologs present in Arabidopsis, including a transcription factor gene Cs9g08500/TZP, two genes involved in metabolism (Cs1g10530/HPT1 and Cs7g13310/KCS6), a heat shock protein HSP18.2/Cs7g32260, an embryo development-related gene Cs4g15700/EMB2757, and the Cs2g06500-encoded putative monoglyceride lipase gene MGL. Besides HPT1 and KCS6, the two hub genes involved in metabolism, three other genes (Cs5g20010, orange1.1 t00612 and orange1.1 t03587) in the subnetwork are also related to metabolism, indicating that metabolism might have a critical role in in this Turquoise module-based sugar/acid ratio subnetwork. In addition, two genes related to transport (Cs1g13320/BOR4 and Cs9g18100/CNGC1) are also present in the subnetwork.

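Among metabolic Turquoise genes, Cs5g20010 and MAN7 had their second highest level at 142 DPA in Bingtang, the variety with the second highest ratio. Cs5g20010 (hyoscyamine 6-dioxygenase) had 12.0 ± 4.83 CPM in Succari, 9.18 ± 1.84 in Bingtang, 4.58 ± 2.39 in Newhall and 1.70 ± 0.983 in Xinhui at 142 DPA (n = 3; log2 fold change 1.53, SE 0.257, adjusted p = 8.27e-05 from edgeR's quasi-likelihood test), and 2 of its 3 Succari libraries exceeded all others. MAN7 (orange1.1t00612), a mannanase that loosens cell walls and acts in germinating seeds, had 27.2 ± 7.58 CPM in Bingtang and 120.3, 167.8 and 9.89 CPM in the 3 Succari replicates (3.60, SE 0.45, adjusted p = 7.68e-06). SRG1 (orange1.1t03587) was even, at 5.69 ± 0.432 CPM in Succari against 1.17 to 2.04 CPM (1.75, SE 0.354, adjusted p = 5.21e-04). Cs5g20010 had 4 partners at |r| of 0.90, and SRG1 had 8.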

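BOR4 had 85 partners at |r| of 0.90 and CNGC1 6. At 142 DPA BOR4 was next highest in Bingtang, at 4.77 ± 1.70 CPM, ahead of 2.87 ± 0.851 in Newhall and 1.71 ± 0.237 in Xinhui (n = 3), whereas CNGC1 was level in these varieties, at 1.08 to 1.17 CPM.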

**Fig. 4:**
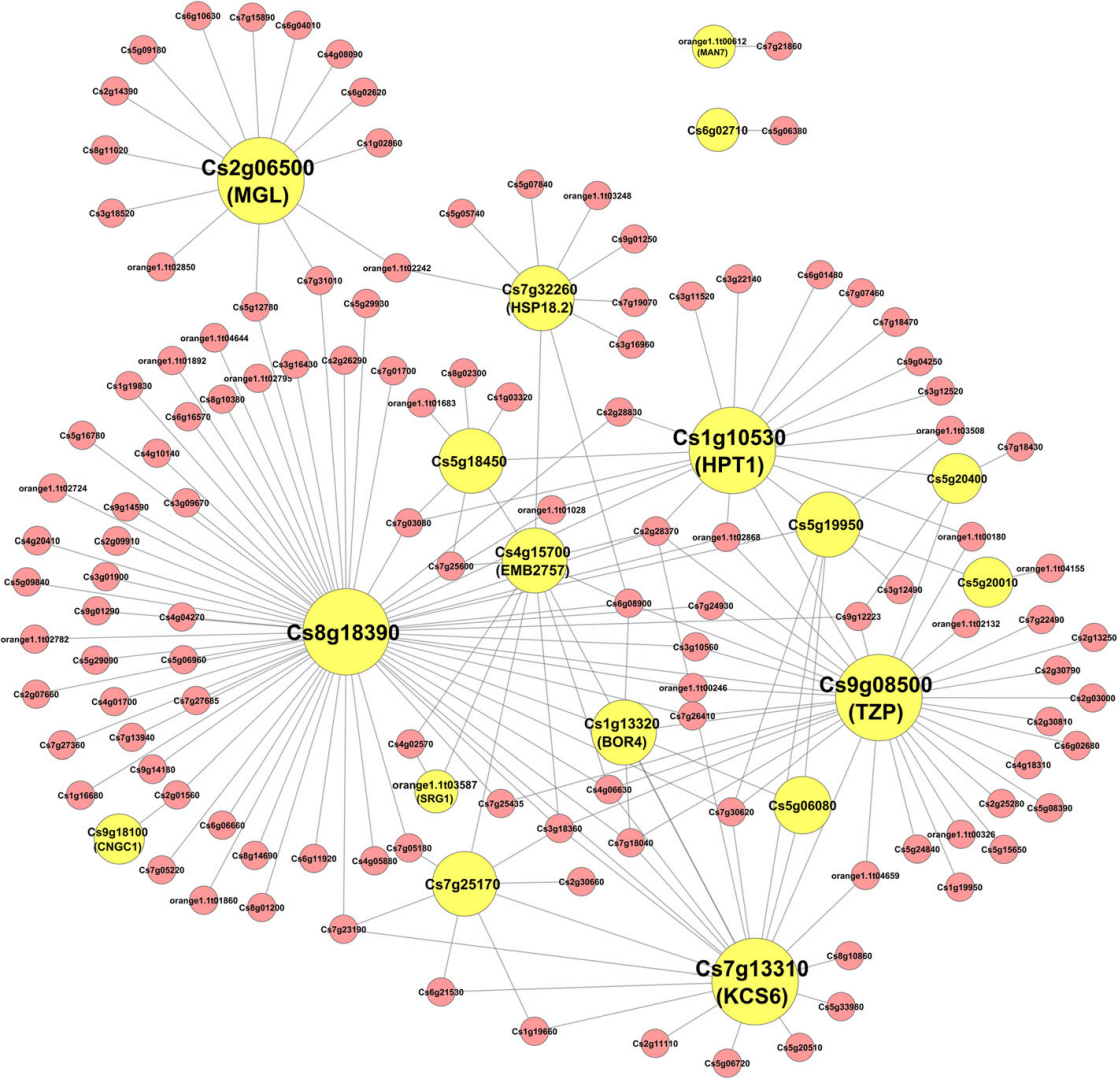
The Turquoise module-based sugar/acid ratio gene subnetwork. The subnetwork is constructed by extracting the weighted gene coexpression network using the sugar/acid ratio-correlated genes belonging to the Turquoise module as seed nodes, with an edge weight cutoff of 0.3. The seed node genes present in the subnetwork are coded in yellow

## Discussion

Despite the well-recognized contribution of the sugar/acid ratio in determination of the fruit sweetness trait, except for one genetic study in melon [19], none of the prior large-scale studies in both gene-trait association mapping or gene expression-trait correlation in tomato and citrus fruits [7–9, 11, 13–15] has attempted to address the possible relationship between genes and the sugar/acid ratio. Using the four sweet orange varieties with dramatic variations in fruit acidity and very small difference in sugar levels at 142 DPA, together with gene coexpression analysis, we have identified a subset of genes belonging to distinct modules that are strongly associated with the sugar/acid ratio.

Among 72 genes correlated with the sugar/acid ratio, two groups of genes are worth of further discussion here. The first group includes malate metabolism- and glycolysis-related genes, Cs1g03610/MDH2 and Cs3g24700/PGI. Given the predicted role of the cytosolic NAD-MDH2/Cs1g03610 in converting malate to pyruvate in the cytosol followed by glycolysis, perhaps this pathway is involved in slightly reducing citrate accumulation, contributing to the alteration of sugar/acid ratio. Alternatively, malate metabolism has been shown to be involved in the control of sugar accumulation [4]. Therefore, it remains a possibility that increasing orange *MDH2* gene expression would lead to enhanced malate metabolism, and subsequently sugar level may be slightly increased and acid level slightly reduced, leading to the increase of sugar/acid ratio. Future research directly testing this MDH gene, which exhibits the strongest correlation with the sugar/acid ratio in expanding orange fruits, will provide genetic evidence regarding the determination of sugar/acid ratio.

The second group includes the genes related to signaling and transcription, in particular Cs3g07510/AHP5 and orange1.1 t00294/ARR2 which are likely involved in cytokinin signaling. Cytokinin has been demonstrated to act in sink regulation of photosynthesis [39]. Specifically, cytokinin acts as both root-to-shoot and shoot-to-root signals and interacts with carbohydrate and nitrogen supplies to control the expression of photosynthesis genes. Given that expanding fruits can serve as a strong sink, it is conceivable that Cs3g07510 and orange1.1 t00294 may act to regulate cytokinin response, which then directs various cellular activities including driving the whole plant carbon and nitrogen metabolism so as to transport carbohydrates and amino acids to the developing fruits for sugar and acid metabolism.

Although our study has led to the identification of sugar-correlated genes in sweet orange fruits, this result on the large number of sugar-related genes needs to be interpreted with caution. 

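Of the 11574 genes that changed between the stages, 49.6% reached 0.80 with sugar and 21.5% reached 0.90.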

With a Pcc cutoff +/−0.8, 56% of 7430 genes differentially expressed from 45 to 142 DPA have strong correlation with sugar (Additional file 1). Even with a higher Pcc cutoff (+/−0.9), we still obtained approximately 27% of genes that are highly correlated with sugar level (Additional file 1). Considering an early finding that more than 2500 genes are responsive to sugar in Arabidopsis [40], the number of 1995 sugar-correlated genes might be a closer approximation of genes potentially involved in either controlling sugar accumulation or responding to the increasing sugar status in fruit cells. Despite this, we should also consider the possibility that the large proportion (approximately 56% for Pcc of +/−0.8 or 27% for Pcc of +/−0.9) of genes showing strong correlations with sugar levels might be coincident with the similar pace in sugar accumulation and fruit growth and development. Our prior work has shown that among 7430 genes differentially regulated in any of the four varieties, 3145 genes are commonly regulated in all four varieties at 142 DPA compared to 45 DPA [14]. It is anticipated that these commonly regulated genes likely have conserved functions in fruit growth, development and metabolism in all four varieties during Stage II, such as in cell expansion and various aspects of metabolism. Indeed, analysis using Venn diagram showed that 1577 out of 1995 sugar-correlated genes are also commonly regulated (Fig. 1b). Therefore, it is conceivable that a considerable portion of 1995 sugar-correlated genes may function in cellular activities other than sugar and acid accumulation.

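From 45 to 142 DPA, 4088 genes changed the same way in all 4 varieties, 1741 rising and 2347 falling (edgeR's quasi-likelihood test). Genes past the threshold in 1 variety alone numbered 577 in Newhall, 761 in Xinhui, 1034 in Bingtang and 997 in Succari. These counts do not test a difference between varieties. Of the 72 genes of Table 1, 12 were among the commonly changed ones: in Succari 61 rose and 11 fell, in Bingtang 27 rose and 6 fell, in Newhall 23 rose and 3 fell, and in Xinhui 16 rose and 3 fell.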

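Sugar-correlated genes were mostly those that all varieties change together: 1936 of the 2486 genes at 0.90 changed the same way in all 4 varieties, against 878.1 for independent lists. Of the study's 1995 genes, 1836 did. Of the 90 ratio-correlated genes 3 did. Sugar rose in all 4 varieties between the stages, so |r| of 0.90 with it over both stages favours a common change in advance. The ratio did not rise in Xinhui, which works against one. Independent lists are thus no fair baseline, and neither count is independent evidence.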

Given that mathematically the sugar/acid ratio is determined by sugar alone, acid alone and their relative levels, we had expected that many of the sugar/acid ratio-related genes should also strongly correlate with sugar or acid alone. However, to our surprise, we found that the majority of sugar/acid ratio-correlated genes are not correlated with either sugar or acid levels. There are at least two possibilities to explain this surprising finding. The first one is that most of these genes, if not all, might represent a unique group of genes which are involved in the control or sensing of sugar/acid ratio independently of controlling sugar alone or acid alone. Although the sugar/acid ratio seemed to exhibit an opposite pattern to acid content and a similar pattern with sugar content (Fig. 1A), none of the pairwise correlations among sugar level, acid level and the sugar/acid ratio in these four sweet orange varieties was statistically significant. Thus, this phenotypic variation among the four varieties seems to be consistent with this possibility. The second possibility is raised because mathematically the ratio can also be altered to a bigger difference even if sugar and acid levels are slightly altered in an opposite direction. In this case, some of the sugar/acid ratio-correlated genes would be expected to show weak correlations with the sugar or acid levels. Indeed, 20 such genes exhibit weak correlations with sugar (*p*-value <0.05), but only two genes have statistically significant (p-value < 0.05) weak correlations with the acid level (Additional file 2). 

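Over the 24 libraries weaker relations with sugar were common among the ratio genes, and none with acid passed the test. Below the cutoff of 0.80, 21 of the 72 genes had a p under 0.05 with sugar by the exact permutation test, or 12 when adjusted over the list alone, in which the study's choice of genes on these samples makes the count not independent evidence. The exact test permutes group values, while the paper tested Pcc over single samples, so the counts do not compare directly with the paper's. Over all 72 genes the median |r| with sugar was 0.648. With acid 0 of 72 had a p under 0.05 over the 24 libraries, whereas over the 12 libraries at 142 DPA alone 15 of the 72 reached |r| of 0.80, and 2 did without the 3 Succari libraries of that stage.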

If this is true, some of the sugar/acid ratio-related genes might have a minor role in micro-tuning the accumulation of either sugars or acids, in addition to their more promising roles in determining the sugar/acid ratio. Clearly, functional evidence will be critical for us to distinguish these two possibilities. It will also help to determine whether any of the sugar/acid ratio-related genes identified in this study is actually involved in the control of sugar/acid ratio rather than merely a gene expression response to the alterations in sugar/acid ratios during Stage II of fruit development. Whichever the possible mechanisms will be to explain our finding, work reported here has provided intriguing hypotheses for future testing using transgenic approaches.

## Conclusions

Our comparative transcriptome analysis has revealed a total of 72 genes that are highly correlated with the fruit sugar/acid ratio. However, very few of them correlate with sugar or acid contents, indicating that these genes may potentially be involved in maintaining fruit sugar/acid ratios and/or responding to the cellular sugar/acid ratio status. The majority of these sugar/acid ratio-related genes are predicted to be involved in regulatory functions such as transport, signaling and transcription or encode enzymes involved in metabolism. Results from gene coexpression network analysis indicate that half of these genes are organized into two regulatory modules unique to the sugar/acid ratio control. In summary, our analysis of orange transcriptomes provides an intriguing insight into the potentially novel genetic or molecular mechanisms controlling the sugar/acid ratio in fruits.

## Methods

### Data analysis

The sugar/acid ratios at 45 and 142 DPA for each of the four sweet orange (*C. sinensis* L. Osbeck) varieties with differing fruit acidity, Newhall, Xinhui, Bingtang and Succari, were derived from the sugar and acid levels reported in a prior manuscript [14]. Pairwise t-test was performed to determine the significant differences in sugar content, acid content and sugar/acid ratio between four varieties at 45 and 142 DPA. RNA sequencing-based transcriptome data deposited in the NCBI GEO database (Accession number GSE78046) was used for correlation study. RNA seq data has been processed and analyzed using the methods implemented in EdgeR, resulting in a total of 7430 genes that are differentially expressed between 45 and 142 DPA in any of the four varieties, with at least two-fold difference and an FDR cutoff of 0.05 as previously described [14].

### Pearson correlation analysis of sugar/acid ratios and gene expression levels

To identify the genes that show significant correlation between their expression levels and sugar/acid ratios, only those 7430 genes differentially expressed from 45 to 142 DPA in any of the four sweet orange varieties [14] were used for Pearson correlation coefficients (Pcc). Pcc are calculated between sugar/acid ratios and gene expression levels (which were first log2 transformed to normalize the data distribution) in a total of 24 samples (three biological replicates at each developmental stage for each variety), using an FDR cutoff of 0.05.

### GO analysis and sugar/acid ratio subnetwork construction and visualization

As described elsewhere [14], GO analysis for citrus genes was done by first predicting their most closely related Arabidopsis orthologs (based on TAIR Release 10) using the functional annotation website Mercator with a BLAST-Cutoff of 80 and then by assigning the GO terms for those Arabidopsis orthologs to the corresponding citrus genes. The gene coexpression network using 7430 differentially expressed genes was constructed using the WGCNA package in R [41], and a total of 10 different modules were derived as described elsewhere [14]. To construct various sugar/acid ratio subnetworks, the sugar/acid-correlated genes belonging to different modules were used as seed nodes to extract the gene coexpression network and the resulting gene-gene interactions were used to visualize the subnetworks using Cytoscape.

### Quantitative reverse transcription-PCR (qRT-PCR) analysis

qRT-PCR analysis was performed as described previously [14], using Cs1g05000-encoded actin gene (sense primer HZP14-L: TCCGTGACATGAAGGAGAAG; antisense primer HZP14-R: GCTCCAATGGTGATGATCTG) as a reference and specific primers for the following six genes: Cs1g03610 (QZQP201:TCTCGTACCGATGATTGCTC; QZQP202: GGCTGCTGGTTCAATATCAA), Cs5g03630 (QZQP205: TAATTGAAGCACAGCGAGGT; QZQP206: AGCCAAAGCAAGAGAGGAAC), Cs5g20010 (QZQP207: GAGAAACCGAGGCTACAAGC; QZQP208: TCTTCAGTTTCGGGACCAA), Cs5g24670 (QZQP209: CATGCTGACTTGGAATGCTT; QZQP210: AGGAAGCTTGCACTTATCCG), Cs6g16160 (QZQP211: GGAGAATGGGCTAATCGAAA; QZQP212: CTGTCTTCCCTGCATTAGCA), Cs7g32260 (QZQP215: GAGGAGCAACGTGTTCGAT; QZQP216: CGGAATATTAGCGACTGACG). The relative mRNA levels for each gene in Newhall at 45 DPA is set as 1.

## Additional files

Additional file 1: A list of genes correlated with the sugar level with Pcc = +/−0.8 and 0.9, respectively.

Additional file 2: Correlation of sugar/acid raio-correlated genes with sugar or acid levels.

## Abbreviations

AHP5: Arabidopsis histidine phosphotransfer protein 5
ARR2: Arabidopsis response regulator 2
CNGC1: Cyclic nucleotide gated channel 1
DPA: Days post anthesis
FDR: False discovery rate
GO: Gene ontology
MDH2: Malate dehydrogenase 2
Pcc: Pearson correlation coefficients
PGI: Glucose-6-phosphate isomerase or phosphoglucose isomerase
qRT-PCR: Quantitative reverse transcription-PCR
RLK: Receptor-like kinases
WGCNA: Weighted Gene Coexpression Network Analysis

How the deposited data were processed for this re-analysis (not part of the article)

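RNA was measured by RNA-seq in fruits of 4 sweet orange varieties (Newhall, Xinhui, Bingtang and Succari) at 45 and 142 DPA, with 3 biological replicates per variety and stage, 24 libraries in all. The authors deposited one table of 24166 genes by 24 libraries. Its name speaks of RPKM, but its values are whole numbers, and the authors' column headings name them as numbers of unique reads, that is counts, without any normalization by the authors. The aligner, its settings and the genome build are not given in the sources used here, and gene coordinates were not used here. Every column was mapped to a variety, stage and replicate.

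The comparisons, the named genes, the seed maturation list and the alternatives were fixed before the data were examined, on the assumption of RPKM values and a test with limma. Since the deposited values are counts, the main test became the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling and all 24 libraries in one fit of 8 groups, and limma 3.58.1 on log2(CPM + 0.1) was kept as an alternative. The 20739 genes with at least 0.3 CPM in at least 3 libraries were tested, and p-values were adjusted by Benjamini-Hochberg over these genes. A call needed an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Contrasts were the stages within each variety, Succari against the mean of the other 3 varieties at each stage, the difference between the stage changes of Succari and the other 3, and that between Bingtang and the normal acid varieties. The contrast of stage changes is poorly estimated for most genes without reads in a whole group: of 23 such genes among the 72 of Table 1, 19 had an SE of at least 5 and 3 were called. The genes of Table 1 are therefore reported by the contrast at 142 DPA, by CPM and by the ratio of mean CPM. A fold against a group without reads is a lower bound at a floor of 3 counts over that group, which covers counting error only.

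Correlations used log2(CPM + 0.1), with CPM from library totals, and the mean sugar level, acid level or sugar/acid ratio of each group. The traits of single fruits were not used here; group means come from the paper's text where it states them and otherwise from Fig. 1a, read by eye. The traits take 8 values, so p comes from all assignments of these to the 8 groups. As in the paper's lists, |r| was rounded to 2 decimals before it was compared with 0.80 or 0.90. Coexpression between listed genes used the modules of Table 1 with 100000 permutations of module names, and partners were counted at |r| of at least 0.90 among the genes changed between stages. The weights of the paper's network were not used here. The qPCR values are those printed in Table 2. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

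The genes that may be named are those of Tables 1 and 2, whose published values had been seen when the rule was set. Full statistics are given for the 6 genes measured by qPCR, the 3 most strongly correlated genes, the 3 shared with sugar and the hubs of Figs. 2 to 4. The other genes are summarised by category and module with examples of the largest Succari contrast, which was taken at 142 DPA. Outside Table 1 no table pairs the gene IDs with names, since 0 of 24166 IDs matched the reference table, so at most 2 higher and 2 lower genes are named per contrast. The seed maturation list holds 8 genes of Table 1: the oleosin gene Cs2g27550, GEA6/Em6, Cs1g23800, Cs5g17210, LEA4-5, Cs5g31010, Cs5g24670 and CYS2. Lists by description could not be formed without such a table.

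The test scripts were tested on simulated counts with the means and library sizes of the real genes. For Succari at 142 DPA, 88% of genes made 4-fold higher and 68% of those made 4-fold lower were called, and 42% and 44% at 2-fold. For the difference between stage changes, 76% and 60% were called at 4-fold and 26% and 24% at 2-fold. Between 1 and 5 unchanged genes were called per contrast. The simulation gave each gene the same spread in all groups. In the real counts, Succari 142 DPA replicate 3 lay further from replicates 1 and 2 than any other pair of replicates lay apart. These rates may therefore not hold for that group. The correlation step recovered 100% of 200 related genes among 2000. Those genes were simulated with a strong relation, so this checks the code and not the power near the cutoff.

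Alternatives were other pseudocounts, filters and scalings (median ratio, quantile), limma with 3 pseudocounts, and, run with edgeR in place of limma, no abundance trend, fits of the compared groups only and the replicate number as a block, each library left out in turn, Spearman's rho, CPM without log, log2 of the trait, group means, unstated ratios set to one value, no rounding of r, correlation over all genes tested, the 12 libraries at 142 DPA, and the set without some or all Succari libraries of 142 DPA. Added after the data were seen were DESeq2 1.42.0, edgeR's exact test, library totals without TMM, the edgeR, module, partner and qPCR results without Succari 142 DPA replicates 1 and 2, each other variety against the remaining ones, the folds of listed genes with 1 library left out, and the Welch interval over libraries of the mean log2 level of listed genes in Bingtang. The first supplementary table was held in full for the genes at 0.90 and only in part for those at 0.80, so the latter list was not used.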

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

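The comparisons of varieties and stages were set in advance; the tests of explanations and the regroupings of libraries in this part were chosen after the results were seen.

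Succari fruits changed differently from the other varieties between 45 and 142 DPA in 1775 genes, by a test of the difference itself: 1376 rose more or fell less, and 399 the reverse. The highest of 99 other splits gave 975, so a random division of the libraries did not reach this count. Those splits mix varieties within a group, so any variety difference favours the real grouping and nothing follows for Succari in particular. The balance and size moved with the setting: quantile scaling in limma gave 953 and 754, and 555 genes were called without Succari 142 DPA replicates 1 and 2. Bingtang differed from Newhall and Xinhui in 1100 genes, 555 and 545, with 670 in the highest other split, which has the same limit. Outside Table 1, 2038 genes were higher in Succari than in the other varieties at 142 DPA, a comparison that the paper does not report for them. By fitted fold the largest were orange1.1t03264, at 104.8 ± 90.8 CPM against 0.0193 ± 0.0578 (1 read), and Cs6g18350, at 128 ± 125 CPM against 0.0779 ± 0.176 (4 reads). With so few reads the size of these folds and their rank are not resolved. The 3 Succari replicates lie apart: 948 of the 2038 genes spanned at least 4-fold, 868 of them lowest in replicate 3. All 2099 genes higher in Succari, those of Table 1 included, took 19.5%, 14.9% and 2.79% of the reads in replicates 1, 2 and 3, against 0.96% to 1.7% in the other libraries at 142 DPA.

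In 24 of the 33 Blue genes that were higher in Succari at 142 DPA, the Succari replicates spanned at least 4-fold. The values argue against a replicate 3 taken from another variety: over 665 genes that mark Succari at 45 DPA its r with those differences was 0.423, against 0.377 and 0.413 for replicates 1 and 2 and at most -0.0323 in libraries of other varieties. Seed tissue in part of the samples may contribute, since each of the 6 seed maturation genes that reach 50 CPM spanned at least 19.7-fold, lowest in replicate 3, although the study picked these genes from the same libraries and 18 of the 26 Blue genes outside the list also spanned 4-fold. Whether the genes follow the ratio was not decided: 21 of the 24 lay below the share of the Succari rise that the ratio of Bingtang gives, but the genes vary together, and over libraries their mean log2 level differed from the proportional one by -1.73 (SE 0.514), or by -1.17 (SE 0.383) with a pseudocount of 1, where the 95% Welch interval included 0. Differences in maturity between fruits stay open as well and were not tested.

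In 25 of the 61 listed genes that were higher in Succari at 142 DPA, 3 Blue, 10 Brown and 12 Turquoise, the replicates lay within 2-fold of each other, with a median span of 1.47. Seed tissue as their source could not be tested by this span, since the genes were chosen by it. For the 25 genes together, whether they follow the ratio was not decided either. Their mean log2 level in Bingtang differed from the proportional one by -0.296 (SE 0.143), with 0 inside the 95% Welch interval. With a pseudocount of 1 it differed by -0.271 (SE 0.0733), with 0 outside it. The 11 higher Brown genes, 10 of them in this set, differed by -0.608 (SE 0.0604), and by -0.501 (SE 0.0391) with a pseudocount of 1. These values argue against a level in proportion to the ratio for the Brown genes. The 16 higher Turquoise genes, 12 of them in this set, differed by 0.093 (SE 0.148), which does not argue against it. For the set as a whole a library batch cannot be told apart from the variety: the titles of the 3 libraries of this group, and of no other, take a longer form. Of these genes Cs5g03630 and Cs1g03610 were also measured by qPCR, which does not pass through the libraries, and there too Succari at 142 DPA was highest (r with the counts 0.996 and 0.998), which speaks against a library batch in these genes but leaves the other 23 open. A variety difference of Succari unrelated to the ratio stays open and untested.

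For the correlations, the 4 varieties were assigned to the 4 pairs of trait values in all 24 ways. With the ratio, 14 of the 24 gave at least the real count of 90, the highest 346, so chance assignment cannot be excluded. Assignments that gave the highest ratio to Bingtang reached 106 to 346, to Succari 90 to 201, to Xinhui 32 to 117 and to Newhall 32 to 55. Why some counts lay above the real one was not tested. With acid 17 of 24 reached the real 62, the highest 461, so chance assignment cannot be excluded. With sugar at 0.90 13 of 24 reached 2486, the highest 2889. Each assignment keeps the pair of sugar values of a variety together, and sugar rose in all varieties between the stages. For sugar these counts thus ask only whether the order of the varieties matters. They do not ask whether the relation across the stages is chance. With sugar at 0.80 the real count of 5745 was the highest, against 5709, a place that chance would give in 1 of 24 cases, but the margin is smaller than the range of 5626 to 5985 with 1 library left out and the median of the other assignments was 5531, so no firm exclusion of chance is drawn from it. Random divisions of the libraries did not reach the genes changed in any variety (11574, highest other 8010) or in all 4 (4088, highest other 0). Nor did they reach the counts for Succari at 142 DPA (2477, highest other 1810) and 45 DPA (668, highest other 16). Those splits mix stages or varieties within a group, so any stage or variety difference would give this outcome. Within one variety only 10 splits exist, too few for a share under 0.05; the real counts were 7406, 7293, 7847 and 7366 and the highest others 0, 0, 0 and 133 in Newhall, Xinhui, Bingtang and Succari.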

How the results depend on the processing

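Added after the data were seen were DESeq2, edgeR's exact test, totals without TMM, and the fits of called genes, modules, partners and qPCR without Succari 142 DPA replicates 1 and 2. Leaving out 1 library kept 486 counts within 1.5 times and moved 18 further, and the other alternatives kept 241, moved 41 further and weakened 2. Of the named genes at 142 DPA, every call held in 864 comparisons with 1 library left out, and in the other alternatives 453 held and 13 were lost. Their r with the ratio stayed on its side of the test in 824 comparisons with 1 library left out and 470 others, in 31 and 140 it no longer passed, in 9 and 34 it newly passed, and in 4 of the others, GEA6/Em6, Cs5g05940, CYS2 and Cs1g20300 without the 3 Succari 142 DPA libraries, it reversed. Without Succari 142 DPA replicates 1 and 2, 555 genes were called for the Succari stage change (main 1775), 711 for Succari at 142 DPA (main 2477) and 13 listed genes for the stage change (main 27), where the lone library left is assumed to vary like the other groups. With limma and a pseudocount of 1, Succari differed in 1315 genes at 142 DPA and 369 at 45 DPA (main 668, and with 1 library left out from 441, without Succari 45 DPA replicate 2, to 740), and 56 listed genes had a different stage change, 46 with a pseudocount of 0.1 and 46 with quantile scaling. Quantile scaling also moved the direction of calls: 1280 higher and 855 lower at 142 DPA (main 2099 and 378), and 953 and 754 for the stage change (main 1376 and 399). The ratio-correlated genes (main 90) numbered 139 with Spearman's rho, 248 without log, 397 over 8 group means, 328 at 142 DPA alone, 418 without the 3 Succari 142 DPA libraries, 8 without their replicates 1 and 2, 146 over all genes tested with no filter and with 1 library left out from 25 (Succari 142 DPA replicate 2) to 179 (Succari 142 DPA replicate 3). Sugar at 0.80 (main 5745) gave 2873 with rho and 314 at 142 DPA alone; at 0.90 (main 2486) it gave 233 with rho, 4305 over group means and 48 at 142 DPA alone. Acid (main 62) gave 282 over group means, 159 at 142 DPA alone, 1839 without the 3 Succari 142 DPA libraries, 289, 486 and 453 without replicates 1 and 2, 1 and 3, or 2 and 3, and with 1 library left out from 50 (Xinhui 142 DPA replicate 1) to 212 (Succari 142 DPA replicate 3). Listed genes at 0.80 with the ratio (main 36) were 58 with a pseudocount of 1, 20 with 0.01, 4 with rho, 3 without the 3 Succari 142 DPA libraries, 4, 13 and 16 without these pairs of replicates, and with 1 library left out from 13 (Succari 142 DPA replicate 1, and likewise replicate 2) to 39; with sugar (main 22) 10 with rho, 8 without log and 2 at 142 DPA alone; with acid (main 0) 15 at 142 DPA alone and 2 without the 3 Succari 142 DPA libraries. The module difference of 0.102 was 0.014 (permutation p = 0.483) without these 3 libraries and 0.018 (p = 0.335) without replicates 1 and 2. The median of coexpressed genes per listed gene (main 8.5) was 163.5 at a cutoff of 0.80, 0 without the 3 libraries, 0 without replicates 1 and 2, and with 1 library left out 1 (Succari 142 DPA replicate 1), 2.5 (its replicate 2), 13 (Bingtang 142 DPA replicate 2), 13.5 and 14 (Xinhui 142 DPA replicates 1 and 3). Without the 3 Succari 142 DPA libraries r with the ratio reversed in all listed genes but the 61 that kept their sign, to -0.565 for RD21A, -0.483 for Cs8g19210, -0.291 for Cs5g05940, -0.241 for Cs7g23240, -0.225 for Cs1g20290, -0.224 for CYS2, -0.193 for Cs1g20300, -0.137 for GEA6/Em6, -0.126 for LBD1, -0.0374 for Cs8g10300 and -0.0225 for CRK8. Apart from settings with fewer libraries or genes, the cause was not tested.

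The replicate number as a block gave 1735 genes for the Succari stage change and 2435 at 142 DPA. The numbers do not pair the libraries: same-numbered libraries had a mean r of -0.00233 in their deviations from the group means, and 4 of 24 had their best partner in their own number. At 0.3 CPM a library holds 1 to 2 reads of a gene; of genes simulated as 2-fold changed in Succari at 142 DPA 42% of the higher and 44% of the lower ones were called.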

Differences from the paper's values

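The values here differ from the paper's in these cases; the alternatives counted below were set before the data were examined, except where stated. The paper's number of genes changed between the stages in any variety is 7430, and here it was 11574. A filter of 1 CPM in 3 libraries and limma with a pseudocount of 1 came within 1.5 times, and the other 32 alternatives, each library left out included, did not. DESeq2, chosen after seeing the values, gave 10692 and also came within 1.5 times.

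The paper gives 10 genes negatively correlated with the ratio, and here 18 of the 11574 genes were. Of 42 alternatives 6 came within 1.5 times: a pseudocount of 1, scaling by median ratio, the sets without Succari 142 DPA replicates 1 and 3 or 2 and 3, and 2 with 1 library left out. Of the listed genes, the paper has 3 at 0.90 or beyond with sugar and here 5 were; only CPM without log came within 1.5 times. Between 0.80 and 0.89 the paper has 9 and here 17 were; a pseudocount of 1, rho, CPM without log and the set without Succari 142 DPA replicates 1 and 2 came within 1.5 times, and the other 38 did not. The paper has 2 listed genes weakly correlated with acid, with r of -0.485 (Cs6g05010) and 0.456 (Cs6g16160). Here 0 had a p under 0.05 by the exact permutation test, a result without alternatives, although the highest |r| with acid was 0.514. The paper gives an FDR for Pcc over single samples, whereas the exact test permutes the 8 group values. These counts thus come from different tests, and their difference alone does not show a weaker relation with acid here.

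For the qPCR comparison the paper's r is 0.99 for Cs1g03610 and here it was 0.998, with no alternative of 26 nearer within the error; 0.99 for Cs5g03630 against 0.996, reached with 1 library left out in 3 cases; and 0.99 for Cs7g32260 against 1.00, reached on log2 values. For these 3 genes the RNA-seq and qPCR values printed in Table 2 themselves give 0.997, 0.996 and 1.00. For Cs6g16160 the paper's r is 0.97, and the values printed as its qPCR in Table 2 gave -0.467 with the counts, with no alternative of 26 reaching the paper's. Those 8 values equal the RNA-seq values printed for Cs5g03630, so the -0.467 is not a comparison with qPCR of this gene.

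With the ratio, the paper's r for Cs5g20010 is 0.832 and here it was 0.722; a pseudocount of 1, CPM without log, log2 of the ratio, the set without the 3 Succari 142 DPA libraries and 1 set with 1 library left out came within the error. For Cs7g06285 the paper's value is 0.905 and here it was 0.737; a pseudocount of 1, CPM without log and the 12 libraries at 142 DPA came within it. For Cs1g10530 the paper's value is 0.811 and here it was 0.631; a pseudocount of 1, rho, CPM without log, log2 of the ratio and the 12 libraries at 142 DPA came within it. With sugar, the paper's r for Cs1g10530 is 0.920 and here it was 0.852; a pseudocount of 1, rho, log2 of sugar, 8 group means and 1 set with 1 library left out came within the error. For Cs9g08500 the paper's value is 0.916 and here it was 0.945, and no alternative of 42 came within it. The error is the jackknife standard error over libraries, with a median of 0.104 for the ratio. Over all 72 genes, r with the ratio lay further from the second supplementary table than this error in 21 genes, 20 of them closer to zero here; with sugar in 21; and with acid in 20, 13 genes having the opposite sign. The sign with the ratio was the same in all 72.

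The paper ranks Cs1g14800, Cs1g03610 and Cs7g06285 as the most strongly correlated genes. Here Cs2g20110 came first with r = 0.935, Cs1g14800 followed with 0.925, and Cs6g16160 (-0.911) had the strongest negative r. The paper names AHP5 among the large hubs of the Blue module and Cs8g18390 as the largest hub of Turquoise; by partners at |r| of 0.90, AHP5 ranked 19 and Cs8g18390 4 here. At 0.80, an alternative set in advance, AHP5 had 166 partners and ranked 8, level with GEA6/Em6 (166) and Cs1g24590 (167) and above Cs5g05940 (154) and Cs3g12560 (133), and Cs8g18390 ranked 5; without the 3 Succari 142 DPA libraries Cs8g18390 ranked 1 at 0.90. The second supplementary table itself holds 11 negative genes, and Table 1 has 21 genes under unknown function and 31 outside metabolism and unknown function. In that supplementary table 52 genes have an FDR under 0.05 with sugar, 40 of them with r below 0.80, which is more than the text counts as weakly correlated.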

Other observations

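The odd-one-out comparisons of the other varieties, the counts of genes moving in opposite directions and the correlations between replicates were chosen after the data were seen; the comparisons at 45 DPA and of Bingtang were set in advance.

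At 45 DPA, when the sugar/acid ratios lie close together, Succari fruits already differed from the other varieties in 668 genes, 450 higher and 218 lower (edgeR's quasi-likelihood test). The count was 441 without Succari 45 DPA replicate 2. Among the higher genes, Cs6g09080 had 32.6 ± 4.94 CPM (n = 3) against 1.15 ± 1.11 in the other varieties (log2 fold change 5.73, SE 0.659, adjusted p = 1.27e-05). Cs7g19050 had no reads in Succari at 45 DPA and 2.61 ± 0.85 CPM in the other varieties. At 142 DPA, 378 genes were lower in Succari, a count that more than doubled with quantile scaling, as given above. By fitted fold they were led by Cs1g16150 with 0.0582 ± 0.101 CPM against 191 ± 110 and Cs2g04770 with 0.301 ± 0.0992 CPM against 451 ± 277. These folds rest on 1 and 5 reads in Succari.

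Between the stages 220 genes rose in one variety and fell in another. Taking each other variety in turn against the remaining ones, the stage change differed in 1468 genes for Bingtang, 980 for Xinhui and 429 for Newhall. The first principal component of log2 expression held 70.7% of the variance and the second 8.62%, on which Succari 142 DPA replicates 1, 2 and 3 stood at -119.1, -110.5 and -20.97. Replicate 3 of Succari at 142 DPA had r = 0.934 and 0.937 with replicates 1 and 2 over genes, which had 0.972 with each other; genes are not independent replicates. The 10 most abundant genes took 15.2%, 11.0% and 4.92% of the reads in these 3 libraries.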
